# Chromosomal aneuploidies induced upon Lamin B2 depletion are mislocalized in the interphase nucleus

**DOI:** 10.1007/s00412-016-0580-y

**Published:** 2016-02-27

**Authors:** Devika Ranade, Shivsmriti Koul, Joyce Thompson, Kumar Brajesh Prasad, Kundan Sengupta

**Keywords:** Aneuploidy, Chromosome territories, Lamins, Transcription, Cancer cells, Nucleus, Chromosome positioning

## Abstract

Chromosome territories assume non-random positions in the interphase nucleus with gene-rich chromosomes localized toward the nuclear interior and gene-poor chromosome territories toward the nuclear periphery. Lamins are intermediate filament proteins of the inner nuclear membrane required for the maintenance of nuclear structure and function. Here, we show using whole-genome expression profiling that Lamin A/C or Lamin B2 depletion in an otherwise diploid colorectal cancer cell line (DLD1) deregulates transcript levels from specific chromosomes. Further, three-dimensional fluorescence in situ hybridization (3D-FISH) analyses of a subset of these transcriptionally deregulated chromosome territories revealed that the diploid chromosome territories in Lamin-depleted cells largely maintain conserved positions in the interphase nucleus in a gene-density-dependent manner. In addition, chromosomal aneuploidies were induced in ~25 % of Lamin A/C or Lamin B2-depleted cells. Sub-populations of these aneuploid cells consistently showed a mislocalization of the gene-rich aneuploid chromosome 19 territory toward the nuclear periphery, while gene-poor aneuploid chromosome 18 territory was mislocalized toward the nuclear interior predominantly upon Lamin B2 than Lamin A/C depletion. In addition, a candidate gene locus *ZNF570* (Chr.19q13.12) significantly overexpressed upon Lamin B2 depletion was remarkably repositioned away from the nuclear lamina. Taken together, our studies strongly implicate an overarching role for Lamin B2 in the maintenance of nuclear architecture since loss of Lamin B2 relieves the spatial positional constraints required for maintaining conserved localization of aneuploid chromosome territories in the interphase nucleus.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00412-016-0580-y) contains supplementary material, which is available to authorized users.

## Introduction

Chromosome territories (CTs) assume a unique sub-volume in the three-dimensional interphase nucleus. Gene-rich CTs are positioned toward the nuclear interior, while gene-poor chromosomes are closer to the nuclear periphery (Cremer et al. 2001; Croft et al. 1999). Human CTs 18 (~80 Mbp) and 19 (~59 Mbp) are of comparable DNA content, but of divergent gene densities of ~8.2 genes/Mbp and ~37.0 genes/Mbp, respectively. Chr.18 is peripheral, while Chr.19 is located toward the nuclear center in the interphase nucleus (Cremer et al. 2001; Croft et al. 1999). Such an arrangement is conserved in evolution, suggesting a functional significance for non-random chromosome positions (Neusser et al. 2007; Tanabe et al. 2002). Chromosome positioning is altered in biological processes such as senescence, adipocyte differentiation, spermatogenesis, immune responses, and DNA damage (Foster et al. 2005; Galiova et al. 2004; Mehta et al. 2007, 2013; Szczerbal et al. 2009).

The organization of CTs has been corroborated by high-throughput genomic approaches that map the physical proximity of chromatin contacts as a function of their ligation frequencies (van Berkum et al. 2010). Chromosome conformation capture studies (3C, 4C, 5C, and Hi-C) revealed enhanced *cis* interactions of sub-genomic regions of a chromosome in the nucleus, as opposed to interactions in *trans*, thereby also suggesting a territorial confinement of chromosomes (Kalhor et al. 2012). Moreover, computational contour maps from chromatin contact frequencies recapitulate a greater enrichment of gene-rich chromosomes toward the nuclear center (Kalhor et al. 2012; Lieberman-Aiden et al. 2009).

Gene loci are significantly smaller (~10^4^–10^6^-fold) than CTs and exhibit a non-random organization, since overexpressed genes typically “loop-out” of their CT (Chambeyron and Bickmore 2004; Volpi et al. 2000). Hi-C data revealed that the genome is organized in ~1 Mb sized topologically associated domains (TADs) that showed a higher cross-linking frequency with each other as compared to other regions of the genome (Dixon et al. 2012). Gene loci within a TAD have increased proximity in the human X chromosome as shown by three-dimensional fluorescence in situ hybridization (3D-FISH) (Nora et al. 2012), which suggested a concordance between single-cell imaging and 5C. However, the 3D localization of the Hox gene cluster as revealed by 3D-FISH showed a greater decompaction as compared to 5C approaches, suggesting a disagreement between single-cell versus population assays and reiterating the fundamental importance of microscopy-based single-cell assays in a context-specific manner (Williamson et al. 2014).

The molecular mechanisms that regulate chromosome positioning and genome organization in the interphase nucleus are largely unclear. Lamins, Lamin B receptor (LBR), emerin, actin, and CCCTC-binding Factor (CTCF) have been implicated in the maintenance of chromosome organization and chromatin contacts (Malhas et al. 2007; Meaburn et al. 2007; Ondrej et al. 2008; Phillips-Cremins et al. 2013; Shimi et al. 2008; Solovei et al. 2013; Taimen et al. 2009). Lamins serve to maintain nuclear structure and genome organization. Lamins are type V intermediate filaments that form coiled coil structures beneath the inner nuclear membrane (Goldman et al. 1986). In higher eukaryotes, A-type Lamins are encoded by a single gene *LMNA* (that codes for two splice variants—Lamin A and Lamin C) and B type (Lamin B1 and B2 are encoded by two different genes—*LMNB1* and *LMNB2*, respectively) (Hoger et al. 1990; Zewe et al. 1991). B-type Lamins are expressed during all stages of development, while A-type Lamins are expressed primarily in differentiated cells (Constantinescu et al. 2006; Rober et al. 1989). Laminopathies are a group of diseases due to mutations in Lamins, which show altered nuclear shapes, gene expression, and chromatin organization (Burke and Stewart 2002; Taimen et al. 2009). Both A- and B-type Lamins are involved in wide range of cellular processes such as replication, transcription, cell division, DNA damage repair, differentiation, and senescence (Butin-Israeli et al. 2015; Martin et al. 2010; Shimi et al. 2011; Shumaker et al. 2008; Spann et al. 2002; Swift et al. 2013; Tang et al. 2008). Furthermore, Lamins exhibit cell-type-specific expression levels and function (de Las Heras et al. 2013; Swift et al. 2013; Yang et al. 2011). In addition, the relative stoichiometry of A- and B-type Lamins is often cell-type specific and the ratio of A/B-type Lamins determines mechanical properties of nuclei (Swift et al. 2013).

Nuclear Lamins contribute to the organization of CTs by associating with chromatin in ‘Lamina-associated domains’ (LADs) during interphase (Guelen et al. 2008). LADs are enriched in Lamina-associated sequences (LASs) and are ~0.1–10-Mb regions characterized by low density of coding genes, high density of repetitive sequences, and inactive histone mark H3K9me2/3 (Belmont et al. 1993; Guelen et al. 2008; Harr et al. 2015; Towbin et al. 2012; Zullo et al. 2012). Constitutive LADs are conserved across cell types and correlate with a repressive state of chromatin (Meuleman et al. 2013). Live imaging assays performed on LADs using a fluorescently coupled m6A-Tracer reveal that they are dynamic, stochastic, and not solely confined to the nuclear periphery, suggesting roles for Lamins in the nuclear interior and periphery (Kind et al. 2013). CTs are mislocalized in cells expressing mutant Lamin A in progeria and cardiomyopathies (Meaburn et al. 2007; Mewborn et al. 2010). Lamin A and B1 depletion in fibroblasts and HeLa cells also showed mislocalized CTs (Malhas et al. 2007; Meaburn et al. 2007; Shimi et al. 2008; Tang et al. 2008).

Furthermore, Lamin A forms a complex with LAP2α and BAF and is involved in proper spindle orientation and assembly (Qi et al. 2015). B-type Lamins are also a part of the mitotic spindle matrix in *Xenopus laevis* and human cells (Goodman et al. 2010; Tsai et al. 2006). Lamin B2 maintains genomic stability and chromosome segregation in colorectal cancer cells (Kuga et al. 2014). Thus, Lamins are unique, since they are required for genome organization, chromosomal stability, and ploidy in mitosis. However, a rather unappreciated role for Lamins is in the spatial organization of diploid and aneuploid chromosome territories in the interphase nucleus.

Aneuploidy is a hallmark of several cancer and developmental disorders. In general, chromosomes assume a gene-density-based positioning pattern in cancer cells (Cremer et al. 2003). More specifically, cancer cells from several epithelial cancers are characterized by aneuploidy with a complex pattern of chromosomal gains and losses (Cimini and Degrassi 2005) that may show changes in chromosome positioning. Notably, CT18 and CT19 are more proximal to one another in colon and cervical cancer cell nuclei as compared to normal cells (Cremer et al. 2003). Chromosomal trisomies generated by artificial introduction of either gene-poor (Chr.7, Chr.18, peripheral) or gene-rich (Chr.19, central) chromosomes assume conserved locations in the nucleus consistent with their gene densities (Sengupta et al. 2007). Human X chromosome is altered from a predominantly central to a more peripheral location in X chromosome aneuploidies (XXXXY) (Petrova et al. 2007). Interestingly, while two copies of chromosome 21 territory are in closer proximity as compared to the third copy in cells derived from Down’s syndrome patients (Paz et al. 2013), spontaneous trisomy for Chr.12 in human embryonic stem cell line (WA09) also shows an altered position of the trisomic chromosome (Shete et al. 2014). However, given the overarching function of Lamins in regulating ploidy and genome organization, the specific role of Lamins in the spatial organization of aneuploid CTs is largely unclear.

Here, we have studied the role of Lamins in regulation of transcription and spatial organization of the genome in diploid DLD1 cells. Lamin B2 depletion in DLD1 cells shows chromosomal instability (CIN) (Kuga et al. 2014). We show that specific chromosomes are transcriptionally deregulated upon Lamin A/C and Lamin B2 knockdown. Remarkably, transcriptionally deregulated gene-rich or gene-poor chromosomes in Lamin-depleted diploid cells largely assume conserved chromosome positions as revealed by 3D-FISH. However, aneuploid chromosomes were mislocalized in sub-populations of Lamin B2 and not Lamin A/C-depleted cells. In addition, candidate gene loci were repositioned upon Lamin B2 depletion, consistent with an increase in their gene expression levels. Taken together, we propose the involvement of Lamin B2 in mechanisms that regulate spatial organization of aneuploid CTs in the interphase nucleus.

## Materials and methods

### Cell culture

DLD1 colorectal adenocarcinoma cells were obtained from the lab of Thomas Ried, NCI/NIH, Bethesda, USA, and karyotyped independently by 4′,6-diamidino-2-phenylindole (DAPI) to ascertain karyotypic stability across passages. DLD1 cells were grown in RPMI 1640 media (Invitrogen, Cat. No. 11875) supplemented with 10 % fetal bovine serum (FBS, Invitrogen, Cat. No. 6140-079 Carlsbad, USA) and antibiotics penicillin (100 U/mL) and streptomycin (100 μg/mL) (Invitrogen, Cat. No. 15070-063) at 37 °C with 5 % CO_2_.

### Small interfering RNA transfection

The sequences of the small interfering RNA (siRNA) oligonucleotides targeting Lamins are as follows: *LMNA/C*: 5′-CAGUCUGCUGAGAGGAACA-3′, *LMNB2*: 5′- GAGCAGGAGAUGACGGAGA-3′, *LMNB1*: 5′- AGACAAAGAGAGAGAGAUG-3′ and *LMNB2* scrambled: 5′-GGAAGCGUAGACGGAAGAG-3′. DLD1 cells were transfected with 100 nM siRNA oligonucleotide using Lipofectamine RNAiMax (Invitrogen 13778-075) in media with reduced serum (OptiMEM, Invitrogen Cat. No. 31985-070). Control siRNAs used were On-target Plus non-targeting siRNA controls (Dharmacon-D-001810-01-20, D-001810-02-20) or siLacZ: 5′-CGUACGCGGAAUACUUCGA-3′; positive control is a siRNA against the gene *PLK1* (si*PLK1*)—polo-like kinase—5′-UGACCUACAUCGACGAGAA-3′. The uptake of transfection mix was for 6 h, followed by replenishment of complete growth medium. The total duration of the knockdown was for 48 h at 37 °C.

### Western blotting

Cell lysates were prepared using radioimmunoprecipitation assay (RIPA) buffer and quantified using bicinchoninic acid (BCA) kit (Pierce, Cat. No. 23225). Equal amounts of the protein were boiled in 4× Laemmli buffer and resolved on a 10 % acrylamide–bisacrylamide gel. The protein was transferred to an activated PVDF membrane at a constant voltage of 90 V for 90 min. The membrane was blocked in 5 % non-fat dried milk prepared in 1× Tris-buffered saline–Tween 20 (1× TBST) for 1 h at room temperature (RT). Primary antibodies used were as follows: Rabbit anti-Lamin A/C (Epitomics (2966-S), 1:5000), Rabbit anti-Lamin B1 (Abcam (ab16048), 1:1000), Mouse anti-Lamin B2 (Abcam (ab8983), 1:400), Mouse anti-Actin (Abcam (ab3280), 1:400), and Rabbit anti-GAPDH (Sigma (G9545), 1:5000). Antibody dilutions were prepared in 0.5 % non-fat dried milk in 1× TBST and incubated overnight at 4 °C or for 3 h at RT. Secondary antibodies used were sheep anti-mouse IgG–horseradish peroxidase (HRP) (GE cat no NA9310V, 1:5000) and donkey anti-rabbit IgG HRP (GE NA9340V, 1:10,000) for 1 h at RT. Blots were developed using chemiluminescent substrate GE ECL Prime (89168-782), Thermo ECL Western Blot Substrate (32132), and images were acquired at incremental exposures of 10 s under a chemiluminescence system (LAS4000, GE).

### Immunofluorescence assay

Cells grown on coverslips (18 × 18 or 22 × 22 mm^2^) were briefly washed using 1× phosphate-buffered saline (PBS, pH 7.4) (5 min, twice at RT) followed by cold cytoskeletal (CSK) buffer (0.1 M NaCl, 0.3 M sucrose, 3 mM MgCl_2_, 10 mM PIPES (pH 7.4), 0.5 % Triton X-100) treatment on ice for 5 min. Cells were fixed in 4 % paraformaldehyde (PFA) (prepared in 1× PBS, pH 7.4) for 10 minutes at RT followed by permeabilization in 0.5 % Triton X-100 (prepared in 1× PBS) for 10 min. Blocking was performed for 30 min using 1 % bovine serum albumin (BSA) in 1× PBS at RT. Primary antibodies used were as follows: Rabbit anti-Lamin A/C (Epitomics (2966-S), 1:300), Rabbit anti-Lamin A (Abcam (ab26300), 1:500), Rabbit anti-Lamin B1 (Abcam (ab16048), 1:500), Mouse anti-Lamin B2 (Abcam (ab8983), 1:600), and Mouse anti-Lamin A (Abcam (ab8980), 1:500). Antibody dilutions were prepared in 0.5 % BSA in 1× PBS and incubated for 90 min at RT. Secondary antibodies used were goat anti-rabbit IgG–Alexa 488 (Invitrogen (A-11034) 1:1000) and goat anti-mouse IgG–Alexa 568 (Invitrogen (A-11004) 1:1000) for 1 h at RT. Cells were counter stained with DAPI for 2 min at RT, washed in 1× PBS, mounted in Slowfade Gold Antifade (Invitrogen S36937), and stored in 4 °C until they were imaged. Quantification of fluorescence intensities of the acquired images was performed using ImageJ with line scans manually drawn across nuclei.

### Three-dimensional fluorescence in situ hybridization—chromosome territories

#### Fixation and permeabilization

Cells were grown to a confluency of ~30–40 % on glass coverslips (18 × 18 or 22 × 22 mm^2^) placed in single wells of a six-well plate and were subjected to siRNA knockdown (Kd). Cells were washed three times in 1× PBS for 5 min each at RT. The cells were incubated on ice for 5 min in pre-chilled CSK buffer and immediately fixed in 4 % paraformaldehyde (PFA, prepared in 1× PBS (pH 7.4)) for 7 min at RT. The cells were washed in 0.1 M Tris-HCl (pH 7.4) followed by two washes with 1× PBS for 5 min each at RT. The cells were repermeabilized in 0.5 % Triton X-100 (prepared in 1× PBS) for 10 min and incubated in 20 % glycerol (prepared in 1× PBS) for 60 min followed by four freeze–thaw cycles in liquid nitrogen. The cells were washed three times in 1× PBS for 5 min each and incubated in 0.1 N HCl for 10 min followed by three washes in 1× PBS for 5 min each. The cells were stored in 50 % formamide (FA)/2× saline sodium citrate (SSC) (pH 7.4) overnight at 4 °C or until used for hybridization.

#### Hybridization

Chromosome painting probes were obtained from Applied Spectral Imaging (ASI), Israel, or MetaSystems, USA. Probes were equilibrated at 37 °C for 5 min followed by denaturation at 80 °C for 5 min and quick chilled on ice for 2 min followed by a pre-annealing at 37 °C for 30 min. This denatured probe (3–4 μL) was spotted onto fixed cells, sealed, and subjected to co-denaturation at 80 °C for 5 min. Hybridization was for 48 h in a humidified box at 37 °C.

#### Detection

Post hybridization, coverslips were washed in 50 % FA/2× SSC (pH 7.4), thrice for 5 min each at 45 °C, followed by three washes for 5 min each in 0.1× SSC at 60 °C with gentle agitation. Coverslips were briefly rinsed in 0.1 % Tween 20/4× SSC and counterstained with DAPI for 2 min, washed in 2× SSC and mounted in Slowfade Gold Antifade (Invitrogen S36937), and stored at 4 °C until they were imaged.

#### Imaging

Image acquisition was performed on a Zeiss LSM 710 or 780 confocal microscope (Carl Zeiss, Thornwood, NJ, USA) with a ×63 Plan-Apochromat 1.4 NA oil immersion objective using scan zoom of 2.5. Acquisition of Z-stacked images (voxel size of 0.105 μm × 0.105 μm × 0.34 μm) was at 512 × 512 pixels per frame using 8-bit pixel depth for each channel. The line averaging was set to 4, and images were collected sequentially in a three-channel mode.

### Three-dimensional immunofluorescence in situ hybridization-gene loci

#### Preparation of bacterial artificial chromosome DNA probes

Bacterial artificial chromosome (BAC) DNA was extracted from clones purchased from CHORI BACPAC Resources (using Hi-Pure Plasmid DNA Extraction Kit (Invitrogen K210017). BAC clones used were RP11-1134K12 for *ZNF570* gene. This DNA was nick translated using fluorescently labeled dUTP (Abbott) and Nick Translation Mix (Roche 11 745 808 910). Labeling reaction was at 15 °C for 90 min, followed by termination of reaction using 0.5 M EDTA (pH 8.0) at 65 °C for 10 min. The DNA was precipitated using ethanol and 3 M sodium acetate and resuspended using deionized FA and Master Mix containing dextran sulfate and 2× saline sodium citrate (SSC) buffer.

#### Fixation and permeabilization of cells

Cells grown on coverslips and siRNA treated for 48 h were washed twice (5 min each) with 1× PBS (pH 7.4) followed by permeabilization on ice using ice-cold CSK buffer containing 0.5 % Triton X-100 for 5 min. Cells were subsequently fixed in 4 % paraformaldehyde (PFA) solution prepared in 1× PBS for 5–7 min at RT. The fixation protocol followed was the same as that for 3D-FISH (described above in 3D-FISH for visualizing CTs).

#### Immunostaining followed by hybridization

Previously fixed coverslips were subjected to two washes with 1× PBS (5 min each). Blocking was performed for 30 min using 1 % bovine serum albumin (BSA) in 1× PBS at RT. Primary antibodies used were as follows: Mouse anti-Lamin B2 (Abcam (ab8983), 1:600) and Rabbit anti-Lamin A (Abcam (ab26300), 1:500). Antibody dilutions were prepared in 0.5 % BSA in 1× PBS and incubated for 90 min at RT. Secondary antibodies used were goat anti-mouse IgG–Alexa 633 (Invitrogen (A-21052) 1:1000) and goat anti-rabbit IgG–Alexa 488 (Invitrogen (A-11034) 1:1000) for 1 h at RT. Post fixation and post permeabilization were subsequently performed with 4 % PFA (5 min RT) and 0.5 % Triton X-100 in 1× PBS (5 min RT), respectively. This was followed by two washes each with 1× PBS (5 min each) and 50 % FA/2× SSC (pH 7.4). The probe for *ZNF570* was equilibrated at 37 °C for 5 min followed by denaturation at 80 °C for 5 min and quick chilled on ice for 2 min. Pre-annealing was performed at 37 °C for 30–40 min. This denatured probe (3–4 μL) was spotted onto the fixed cells that were subjected to immunostaining for Lamin A and Lamin B2 and subjected to co-denaturation at 80 °C for 5 min. Hybridization was for 48 h in a humidified box at 37 °C.

#### Post hybridization washes

Post hybridization, coverslips were washed in 50 % FA/2× SSC (pH 7.4), thrice for 5 min each at 45 °C, followed by three washes for 5 min each in 0.1× SSC at 60 °C with gentle agitation. Coverslips were stained with DAPI and mounted with Antifade and stored in 4 °C until they were imaged. The images were acquired on Zeiss LSM 710 or 780 confocal microscope similarly as for CT hybridizations, using a zoom = 2.0.

### Radial distance measurements of chromosome territories

Three-dimensional distance measurements of CTs were performed using Image-Pro Plus (v 7.1), Media Cybernetics, USA. Briefly, LSM files containing optical sections (*z* = 0.34 μm) of the hybridized nuclei were subjected to 3D surface rendering. Three-dimensional reconstructions of each nucleus were performed on individually cropped nuclei. The acquired images were thresholded and surface rendered for each of the red, green, and blue channels. The geometric center of the DAPI-stained nucleus (blue channel) and the CTs (red and green channels) were determined using plugins from the software, and the distance between the geometric center of the nucleus (A) and that of the territory (B) was measured (X). The vector from the geometric center of nucleus (A) to the geometric center of the CT (B) was extended to a third collinear point at the nuclear periphery (C). The distance between the geometric center (A) of the nucleus and (C) was calculated (Y). The relative distance of a CT from the center of the nucleus was calculated as a percentage of the total distance from the center of the nucleus to the nuclear periphery (Y), %radial distance (RD) = (*X*/*Y*) ∗ 100 (Tanabe et al. 2002).

### Measurements for spatial organization of gene loci

#### Distance measurement from the nuclear periphery

Distances of gene loci from the nuclear periphery were measured (in μm) in 3D using Lamin A signal at the nuclear periphery to demarcate the edge of the nucleus. Briefly, surface rendering was performed for the gene locus (red channel), Lamin A (green channel), Lamin B2 (far-red channel), and the nucleus (DAPI signal blue channel) using Huygens Professional software. For Lamin B2 knockdown (Kd) cells, the nuclei which showed a depletion of Lamin B2 (far-red channel) were used for analysis. Briefly, surface rendering for Lamin A was used as an anchor for measurements. Center of mass (CM) was determined for the gene locus signal of interest, and the closest distance between the CM and surface of the anchor (Lamin A signal) was measured.

### Statistical analysis

Graphs were plotted using Graph Pad Prism 5.0 and Sigma Plot 12.0. Statistical comparisons were performed using Graph Pad Prism 5.0 software. Fisher’s exact and χ^2 ^ test was used to compare the distribution of % radial distances (RD) of CTs binned in five nuclear sub-shells. For comparison of volumes of CTs and the nucleus between diploid and aneuploid sub-populations, non-parametric ANOVA Kruskal–Wallis test was used. The distance of gene locus *ZNF570* from the lamina was compared using two-sample Kolmogorov–Smirnov (KS) test between control and Lamin B2-depleted cells; *p* value <0.05 was considered to be statistically significant.

### RNA extraction and quantitative reverse transcription-PCR

RNA extraction was performed using PureLink RNA Mini Kit (12183018A). cDNA was synthesized using ImProm II Reverse Transcriptase system (Promega A3800). Quantitative real-time PCR was performed using SYBR Green (SAF Labs). Sequences of primers are in Table S1. *ACTIN* and *GAPDH* served as internal controls.

### Gene expression profiling using microarrays

Briefly, RNA was extracted from three independent biological replicates each from control (untreated), Lamin A/C Kd, and Lamin B2 Kd DLD1 cells, and its quality was ascertained using bioanalyzer (Agilent). Cy3-labeled complementary RNA was prepared using T7 promoter-based linear amplification (Agilent Quick Amp Labeling Kit, Cat No. 5190–0442). Qiagen RNeasy Mini Kit (Cat No. 74104) was used for RNA purification. Hybridization was performed using a human 8× 60K array (Agilent single-color 27114) and labeled using Agilent’s in situ hybridization kit (Cat No. 5188-5242). Array scanning was performed, and data acquired was normalized (50th percentile shift normalization). Analyses of gene expression levels were based on comparison of hybridizations between knockdown and control (untreated DLD1 cells) as reference. Gene expression levels (absolute fold change ≥2.0, *p* < 0.05) were used for further analyses. The microarray data can be accessed using GEO Accession number GSE73269. The % deregulation per chromosome was calculated as (no. of deregulated genes on a chromosome / total no. of coding genes on that chromosome) × 100. Number of coding genes and size of chromosomes were obtained from MapViewer (NCBI). Chromosomes showing >0.7 % deregulation were considered significant since this represents >50 % of the total extent of transcriptional deregulation.

### Preparation of metaphase spreads

Cells (control, Lamin Kd) were blocked in metaphase using Colcemid (0.1 μg/mL) for 90 min. Hypotonic treatment (0.075 M KCl) was performed for 30 min at RT, followed by fixation in five to six drops of fixative (methanol/acetic acid 3:1), followed by three washes in fixative. Cells were dropped onto glass slides, and metaphases were stained with DAPI, imaged, and counted.

### Fluorescence-activated cell sorting analysis by propidium iodide staining

Cells (control, Lamin Kd) were fixed in 70 % ethanol (in 1× PBS), subjected to RNase treatment along with propidium iodide staining (1 h) on ice. Cell suspensions were subsequently run on FACSCalibur (BD Biosciences).

### RNA fluorescence in situ hybridization

#### Probe preparation

The probe for RNA FISH for *ZNF570* was prepared by nick translation of the BAC clone (“Preparation of bacterial artificial chromosome DNA probes” section–3D FISH for gene loci above). Upon precipitation, the DNA was resuspended in 8 μL of deionized FA and stored at −20 °C till further use. For hybridization, the probe was equilibrated at 37 °C for 5 min followed by denaturation at 80 °C for 5 min, mixed with equal volume of 2× hybridization mix containing vanadyl ribonucleoside complex, and incubated on ice for 30 min.

#### Fixation and hybridization

Cells were washed twice in 1× PBS (5 min each), followed by treatment with CSK buffer on ice for 5 min and fixation using 4 % PFA (7 min RT). The cells were washed with 70 % ethanol twice and stored at −20 °C until further use. Prior to hybridization, the cells were subjected to an ethanol series (70–90–100 % ethanol) and air-dried. The probe was added to cells and incubated at 37 °C overnight, followed by washes with 50 % FA/2× SSC and 2× SSC (pH 7.2-7.4) at 42 °C (three washes each of 5 min each). The cells were mounted using DAPI–Antifade. All reagents for RNA FISH were prepared using DEPC-treated water (Chaumeil et al. 2008).

## Results

### Specific chromosomes are transcriptionally deregulated upon Lamin A/C and Lamin B2 depletion

Lamins are filamentous proteins that localize beneath the inner nuclear membrane and maintain nuclear structure and function (Adam and Goldman 2012). In addition to the nuclear periphery, Lamins exist in the nucleoplasm as a meshwork that extends into the nuclear interior and associate directly or indirectly with LAP2α, BANF1, PCNA, and transcription factors (Dechat et al. 2000; Lee et al. 2001; Shumaker et al. 2008). The role of Lamins is therefore not just confined to the nuclear periphery but significantly extends to the nuclear interior, owing to its interaction with proteins at both these nuclear locations (Gruenbaum and Medalia 2015; Kolb et al. 2011). A- and B-type Lamins are implicated in DNA replication and repair, transcription, and senescence (Moir et al. 1994; Shimi et al. 2011; Shumaker et al. 2008; Tang et al. 2008).

We sought to examine the impact of Lamin depletion on the transcriptome and spatial organization of chromosomes in otherwise diploid colorectal cancer cells (DLD1), which are karyotypically stable across passages, distinguishing the same from other cell lines with severe chromosomal aberrations. We first established the conditions for Lamin depletion in DLD1 cells by performing siRNA-mediated knockdowns (Kd). Lamin Kd showed a viability of ~60–70 % in DLD1cells (Fig. S1a). A knockdown of >80–90 % was ascertained at the transcript level by quantitative reverse transcription (qRT)-PCR (Fig. 1a), protein level by immunoblotting (Figs. 1b and S1b–d), and in single cells by immunofluorescence staining (Fig. 1c–f). Immunoblots revealed that Lamin A/C Kd did not significantly affect the levels of B-type Lamins (Figs. 1b and S1b). Likewise, depletion of Lamin B1 or B2 did not affect Lamin A/C levels (Fig. 1b). The exclusivity of the knockdowns enabled us to interpret the consequences of a single Lamin depletion. This is noteworthy since expression levels and stoichiometry of Lamins are important determinants of Lamin localization and function in a cell-type-dependent manner (Guo et al. 2014; Shimi et al. 2015; Swift et al. 2013). Since the extent of siRNA-mediated Lamin B1 depletion (~50-60 %) was not as much as Lamin A/C and B2 in our hands, we focused on examining the effects of Lamin A/C and Lamin B2 knockdowns (Figs. 1b and S1b). Immunostaining showed ~85–90 % depletion of Lamin A and B2 at the single-cell level (Fig. 1d, f). Counterstaining with Lamin B1 in Lamin A/C-depleted cells and Lamin A/C upon Lamin B2 Kd revealed distorted nuclear shapes, nuclear invaginations, blebbing, and nuclear furrows (Fig. S2) as found in Lamin A/C- and B1-depleted HeLa cells and in cells derived from laminopathies (Shimi et al. 2008; Taimen et al. 2009). 

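RNA of 9 cultures of DLD1 cells, a human colorectal cancer cell line, was hybridized to single-color Agilent whole-genome arrays, 1 array per culture. The cultures were 3 untreated controls, 3 Lamin A/C Kd and 3 Lamin B2 Kd, both knockdowns with 100 nM siRNA for 48 h. No array came from cells transfected with a control siRNA. Each array held 52857 features, of which 51538 were not control spots, with probes for 31033 gene names. The authors deposited the scanner output of each array, with intensities after background subtraction by Feature Extraction, and a table of log2 signals after a shift by the 50th percentile. The median intensity of an array was between 71.1 and 82.6 in controls (median 72.0), between 63.0 and 70.8 in Lamin A/C Kd (median 66.0) and between 64.9 and 81.8 in Lamin B2 Kd (median 75.8). Between 68.0 and 68.7% of spots were well above background in controls (median 68.4%). This share was 65.6 to 68.0% in Lamin A/C Kd (median 66.3%) and 66.6 to 74.1% in Lamin B2 Kd (median 72.8%). Of the arrays, 8 shared a slide, while Lamin B2 Kd replicate 3 was on a separate slide and its file held values of 3 significant digits without multiplicative detrending. With 1 array of 1 condition on that slide, no value within it could be computed.
For each spot, the log2 intensity minus the 50th percentile of its array was taken and averaged over the spots of a probe. A probe was tested where it was well above background on all 3 arrays of at least 1 of the groups compared. This left 33131 probes of 21868 gene names for Lamin A/C Kd and 33535 probes of 22123 gene names for Lamin B2 Kd. Each knockdown was compared with the untreated controls by limma's moderated test, fitted over all 9 arrays, and p values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision.
The transcript of LMNA, on chromosome 1, had a log2 signal of 8.84 ± 0.07 (SD, n = 3) in controls and 5.02 ± 0.15 (SD, n = 3) in Lamin A/C Kd. The log2 fold change was −3.82 (standard error 0.22, adjusted p = 0.000230), which leaves 7.1% of the control signal, and on the other LMNA probe it was −3.79. LMNA in Lamin B2 Kd was at 8.55 ± 0.50 (SD, n = 3), a log2 fold change of −0.29 (adjusted p = 0.432) that became 0.00 without Lamin B2 Kd replicate 3. The transcript of LMNB2, on chromosome 19, was at 5.57 ± 0.16 (SD, n = 3) in controls and 3.25 ± 0.20 (SD, n = 3) in Lamin B2 Kd. Its log2 fold change was −2.32 (standard error 0.14, adjusted p = 0.000496), which leaves 20.0% of the control signal. LMNB2 changed by −0.36 in Lamin A/C Kd (adjusted p = 0.160). LMNB1, on chromosome 5, changed by −0.98 in Lamin A/C Kd (adjusted p = 0.170) and by −0.64 in Lamin B2 Kd. LMNB1 passed the 2-fold criterion in Lamin A/C Kd with normexp background correction (−1.03), in the authors' table (−1.01), without control replicate 2 (−1.08) and without Lamin A/C Kd replicate 2 (−1.09). It also passed in Lamin B2 Kd without Lamin B2 Kd replicate 2 (−1.11), while without replicate 3 the change there was −0.19. On their brightest probes, the log2 fold changes of ACTB and GAPDH were at most 0.18 in size in either knockdown. Other ACTB probes reached −0.39 in Lamin A/C Kd and 0.35 in Lamin B2 Kd, and another GAPDH probe reached 0.31 in Lamin A/C Kd, none of them called.

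**Figure D1:**
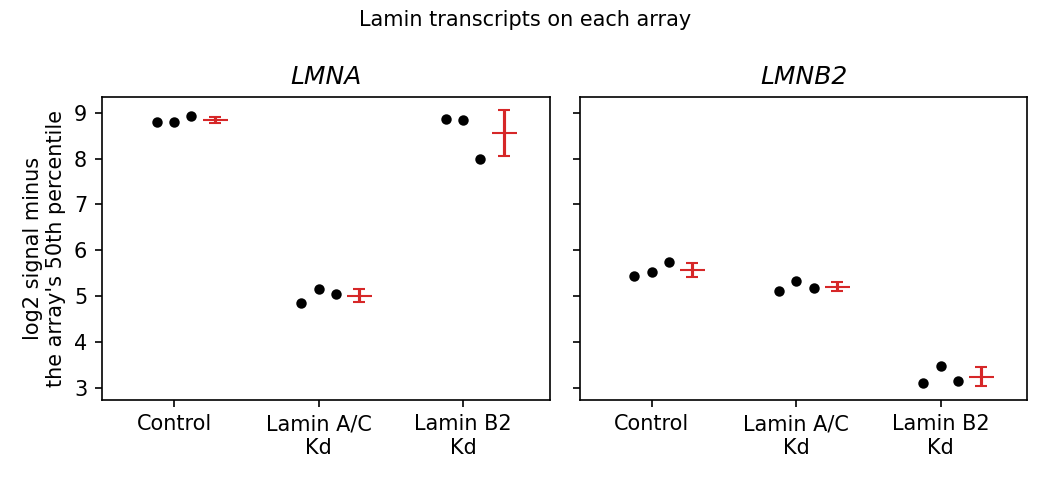
Log2 signal minus the 50th percentile of the array (y axis) for LMNA and LMNB2 on each of the 9 arrays, grouped as control, Lamin A/C Kd and Lamin B2 Kd. Black points are arrays, and red bars are the mean ± SD of the 3 arrays of a group. LMNA is at 5.02 in Lamin A/C Kd against 8.84 in controls, and LMNB2 is at 3.25 in Lamin B2 Kd against 5.57.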

Independently, Lamin A/C and B2 Kd were performed in DLD1 cells, followed by whole-genome expression profiling using gene expression arrays in three independent biological replicates. The data analyses revealed ~300 genes that were significantly deregulated (inclusive of upregulation and downregulation) in either Lamin A/C- or Lamin B2-depleted cells (absolute fold change ≥2.0-fold) (Fig. 2a). 

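A gene was called deregulated where a probe changed at least 2-fold with an unadjusted limma p under 0.05, and each gene name was counted once. This gave 639 genes in Lamin A/C Kd, and 503 of them also passed with the adjusted p. For Lamin B2 Kd, 603 genes were called, of which 282 also passed with the adjusted p. The 3 knockdown arrays lay entirely on 1 side of the 3 controls for 749 of the 764 called probes in Lamin A/C Kd (98.0%) and for 600 of 665 in Lamin B2 Kd (90.2%). Chance gives such a separation for 10% of unselected probes, and the called probes were selected for their change. With a criterion of 1.5-fold, the counts were 2615 genes in Lamin A/C Kd and 2548 in Lamin B2 Kd, and with normexp background correction they were 260 and 139. The count for Lamin B2 Kd was 1317 without Lamin B2 Kd replicate 1, 1373 without replicate 2 and 439 without replicate 3.
Among probes well above background in both groups and changed on every array, the largest rises in Lamin A/C Kd were those of TAF5L (log2 fold change 3.27, standard error 0.39), HOXB8 (3.04, 0.49), BC054888 (2.65, 0.67), AKR1C1 (2.58, 0.17) and CSTF2T (2.55, 0.68). Their adjusted p values were between 0.000230 and 0.0474. CSTF2T was not called in the authors' table, where a row can join several probes and its log2 fold change was 0.18. The largest falls were those of LMNA, SLC25A10 (log2 fold change −2.59, standard error 0.23), CDC42, TMEM14B and C20orf3 (−2.21, 0.15), with adjusted p values between 0.000154 and 0.000736. The largest rises in Lamin B2 Kd were those of TAF5L (3.05, 0.39), AK098270 (2.92, 0.83), AB014766 (2.47, 0.64), UBE2E1 (2.47, 0.55) and HOXB8 (2.20, 0.49). The adjusted p was 0.0854 for AK098270 and 0.0649 for AB014766, and between 0.00902 and 0.0449 for the other 3. The largest falls were those of MYH7B (−2.91, 0.35), LMNB2, THC2563568 (−2.23, 0.39), LOC201229 (−2.0, 0.25) and UBAC1 (−1.99, 0.14), with adjusted p values between 0.000496 and 0.0225.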

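Of the genes called, 542 were called in Lamin A/C Kd only and 506 in Lamin B2 Kd only. Whether these genes differed between the knockdowns was tested by the contrast of Lamin A/C Kd against Lamin B2 Kd in the same limma fit. Of the genes called in Lamin A/C Kd only, 414 differed at an unadjusted p under 0.05 (76.4%) and 398 after adjustment over the 1048 genes of both groups. Of those called in Lamin B2 Kd only, 355 differed (70.2%) and 334 after adjustment. These genes were chosen for passing in one knockdown and not in the other, which by itself favors a difference, and the adjustment covers only them. Among all these genes, 756 changed in the same direction in the other knockdown, and 199 of these also passed the p threshold there. The number of genes called in one knockdown only that differ between the knockdowns was 769 over both. It was 273 with normexp background correction, 1286 without Lamin B2 Kd replicate 1 and 1306 without replicate 2.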

Remarkably, in Lamin A/C Kd, 276 out of 298 genes were uniquely deregulated, while in Lamin B2 Kd, 279 out of 301 genes were uniquely deregulated (Fig. 2b). In both Lamin A/C- and B2-depleted cells, 22 genes (~7 %) were commonly deregulated (Fig. 2b). 

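In both knockdowns, 97 genes were called, which is 15.2% of those called in Lamin A/C Kd and 16.1% of those in Lamin B2 Kd. Of these, 44 rose in both and 44 fell in both, 7 rose in Lamin A/C Kd and fell in Lamin B2 Kd, 1 did the reverse, the number printed in Fig. 2b, and 1 had probes in both directions. Independent calls among the 21751 genes tested in both comparisons would share 14.5 genes. Both comparisons use the same controls, and in 100 simulated pairs of unchanged groups against shared controls a median of 15 genes, and at most 29, were shared. The simulated lists were shorter, with medians of 82.5 and 86.5 genes, so these counts cannot be set directly against the 97. A criterion of 1.5-fold moved the count most, to 599 genes. It was 36 with normexp background correction and 157 without Lamin B2 Kd replicate 2.
By the smaller of the 2 log2 fold changes, the largest shared changes were those of TAF5L, FBXL17, HsapiAK001808, AK098270 and HOXB8, all rises. FBXL17 was not well above background on any control array and was at least 3.58-fold higher in Lamin A/C Kd and at least 2.93-fold higher in Lamin B2 Kd. With normexp background correction its log2 fold changes were 0.89 and 0.72, and in the authors' table, where a row can join several probes, 0.01 and 0.16. It was not called in either. HsapiAK001808 rose by 2.35 in Lamin A/C Kd (adjusted p = 0.146) and by 2.42 in Lamin B2 Kd (adjusted p = 0.155) on the log2 scale. It was not called in Lamin A/C Kd without Lamin A/C Kd replicate 1 (2.18), 2 (2.41) or 3 (2.46), nor in Lamin B2 Kd without Lamin B2 Kd replicate 1 (2.38) or 3 (2.31). The SD of HsapiAK001808 over the 3 controls was 2.31, and without control replicate 2 its changes were 1.02 and 1.09. AK098270 rose by 2.21 in Lamin A/C Kd (adjusted p = 0.140). It was not called there without control replicate 2 (2.19), control replicate 3 (2.08) or Lamin A/C Kd replicate 2 (1.43).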

Gene expression levels from expression arrays were independently validated using qRT-PCR for the top deregulated genes (absolute fold change ~2–6-fold). This showed a fold change in the same direction as that obtained from the microarray data set (Fig. S3a, b). 

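On the arrays, SMTNL2 was well above background on 1 control array and rose by 1.97 on the log2 scale in Lamin A/C Kd (standard error 0.31, adjusted p = 0.00779). TMEM14B fell by 2.54 in that knockdown (standard error 0.18, adjusted p = 0.000281). The brightest of the CDC42 probes changed by −0.22 (adjusted p = 0.363), while another CDC42 probe fell by 2.56 (standard error 0.12) and another rose by 0.88.
REG4 rose by 1.61 in Lamin B2 Kd on the log2 scale (standard error 0.36, adjusted p = 0.0449). PTGS2 was not well above background on any control array and was at least 2.16-fold higher (adjusted p = 0.0137). It was also called in Lamin A/C Kd, at least 1.95-fold higher, and its difference between the knockdowns had an adjusted p of 0.759. MESDC2 fell by 1.94 (standard error 0.10, adjusted p = 0.000243) and KRCC1 by 1.68 (standard error 0.14, adjusted p = 0.00267). With normexp background correction, the log2 fold changes of SMTNL2 (0.70), REG4 (0.72) and PTGS2 (0.49 in Lamin B2 Kd and 0.46 in Lamin A/C Kd) did not reach the criterion. The same genes were not tested when probes had to be well above background on all 9 arrays.
Among the other genes with primers in Table S1, AKR1C3 (2.19), AKR1B10 (2.06) and MANSC1 (2.03) rose in Lamin A/C Kd, with adjusted p values between 0.000410 and 0.00462. C1orf144 fell by 1.85 in Lamin B2 Kd on its brightest probe (adjusted p = 0.00130). Its other probes changed by −0.85, −0.56 and −0.41 there and were not called. MANSC1 rose by 1.17 in Lamin B2 Kd (adjusted p = 0.0531). MANSC1 was not called in Lamin B2 Kd with normexp background correction (0.61), with array weights (0.98) or without control replicate 3 (0.87). LRRC47 (1.64), HNRPK (2.28), TMEM204 and ITGA2 were called in Lamin A/C Kd by 1 probe each, which was not their brightest. The called TMEM204 probe was above background on 0 control arrays and at least 4.19-fold higher. The called ITGA2 probe was above background on 0 Lamin A/C Kd arrays and at least 2.11-fold lower. The brightest probes changed by 0.47 for LRRC47, −0.84 for HNRPK (adjusted p = 0.00752), −0.10 for TMEM204 and −0.12 for ITGA2.
HNRPK (2.08), TMEM204 and KPNA7 were called in Lamin B2 Kd, also by 1 probe each that was not the brightest. The called probes of TMEM204 and KPNA7 were above background on 0 control arrays, and were at least 2.87-fold and at least 2.15-fold higher. The brightest probes changed by −0.47 for HNRPK, 0.11 for TMEM204 and −0.38 for KPNA7. Without Lamin B2 Kd replicate 3 the last 2 were −0.08 and 0.23. In the authors' table, the changes in Lamin A/C Kd were 0.72 for TMEM204 and −0.07 for HNRPK. In Lamin B2 Kd they were 0.09 for HNRPK and 0.45 for KPNA7. A row of that table can join several probes, so these values need not be those of the brightest probe.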

We next performed a recovery assay where DLD1 cells were allowed to recover from the Lamin knockdowns by growing cells up to day 8, well beyond the 48-h duration of the knockdown. At the end of day 8, there was ~60–70 % recovery in the transcript and protein levels of Lamin A/C and B2, respectively (Fig. 2c–f). We detected a significant recovery in the transcript levels of candidate genes *ABLIM2* and *SMTNL2* upregulated in Lamin A/C Kd and *TMEM14B* and *CDC42* downregulated in Lamin A/C Kd (Fig. 2g, h). Recovery was also detected for *REG4* and *PTGS2* upregulated in Lamin B2 Kd and *MESDC2* and *KRCC1* downregulated upon Lamin B2 Kd (Fig. 2i, j).

**Fig. 1:**
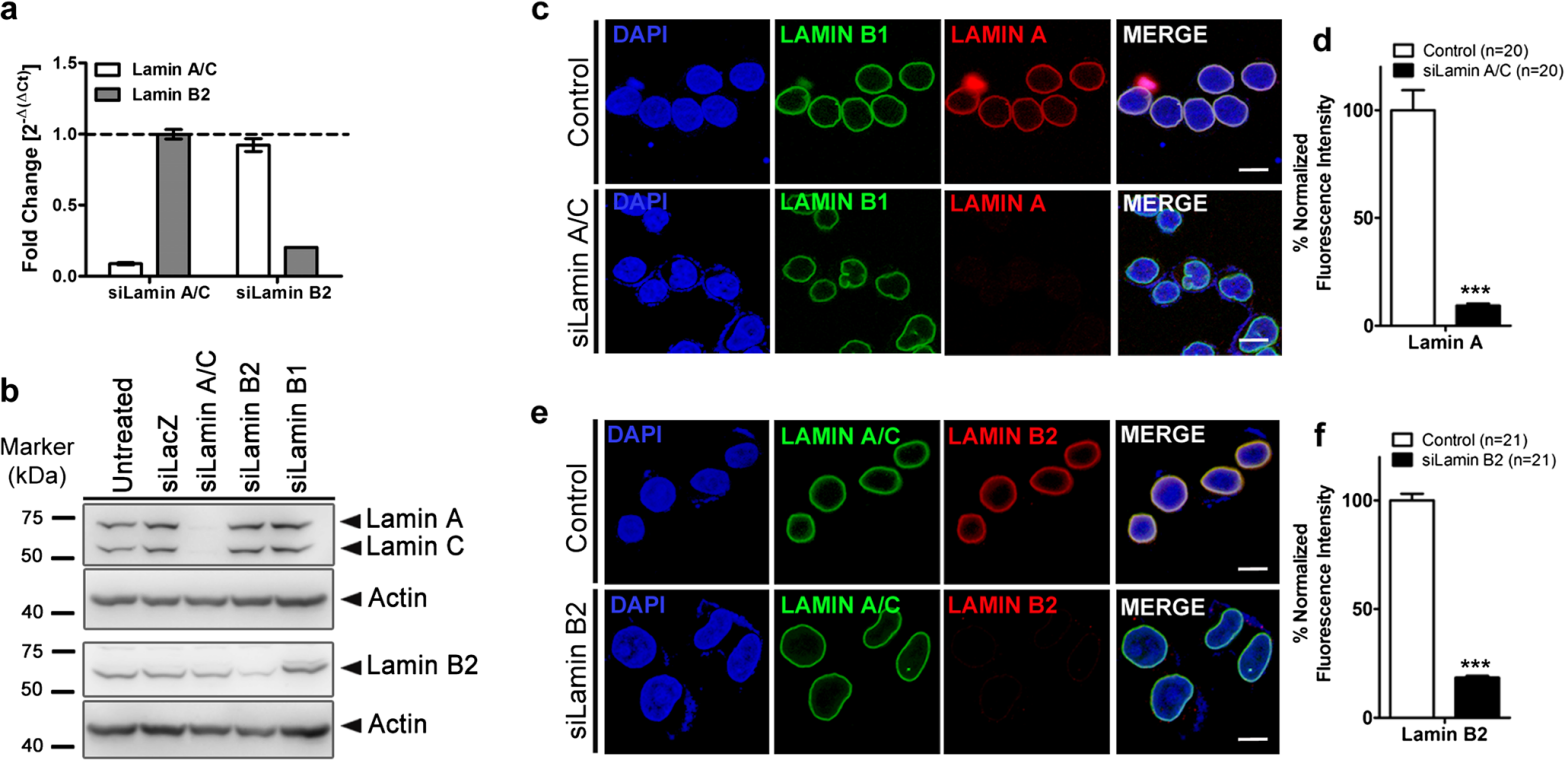
Depletion of Lamin A/C and B2 in DLD1 cells. **a** qRT-PCR showing siRNA-mediated knockdown of Lamin A/C and Lamin B2 in DLD1 cells, normalized to expression levels of *ACTIN* and compared to non-targeting control (siLacZ). Data shown is a representative out of three independent biological replicates. *Error bars* represent standard error of mean (SEM). **b** Western blots showing knockdowns of Lamin A/C and Lamin B2 in DLD1 cells. Depletion of Lamin A/C does not impact the expression of Lamin B2 and vice versa. Loading control: actin. Data shown is a representative result from five independent experiments. **c** Immunostaining of Lamin B1 (*green*) and Lamin A (*red*) in control (untreated) and Lamin A/C Kd cells. Representative out of four independent experiments. *Scale bar* ~10 μm. **d** Quantification of fluorescence intensity performed by line scans across nuclei from **c. e** Immunostaining of Lamin A/C (*green*) and Lamin B2 (*red*) in control (untreated) and Lamin B2 Kd cells. *Scale bar* ~10 μm. **f** Quantification of fluorescence intensities performed by line scans across nuclei from **e**. *Error bars* in **d**, **f** represent SEM, *n* number of nuclei Knockdown of Lamin A and Lamin B2 was ~85–90 % at the single-cell level (*p* < 0.001, unpaired Student’s *t* test)

**Fig. 2:**
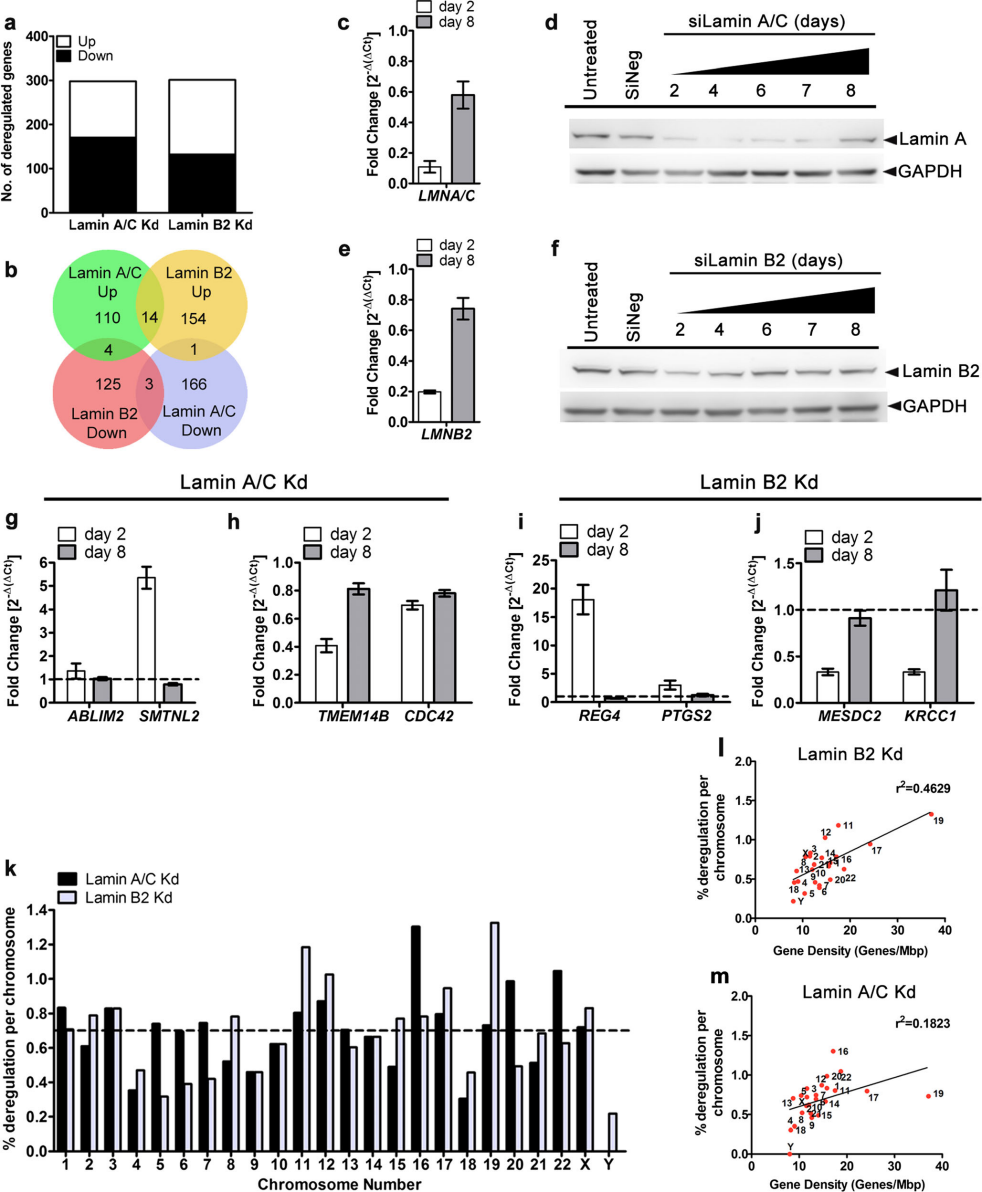
Impact of Lamin A/C and B2 depletion on the transcriptome. **a** Number of deregulated genes (up and down) upon Lamin A/C and Lamin B2 depletion (cutoff ≥2.0-fold on absolute scale) from genome-wide expression analyses. **b** Common and uniquely deregulated genes upon Lamin A/C and Lamin B2 depletion. Lamin A/C or B2 Kd reveals ~300 genes that were deregulated (Lamin A/C Kd-128 genes up, 170 genes down and Lamin B2 Kd-169 genes up, 132 genes down). **c** qRT-PCR showing recovery of Lamin A/C transcript at the end of 8 days, normalized to expression of *ACTIN*. **d** Western blot showing levels of Lamin A when DLD1 cells treated with siLamin A/C were grown for 2–8 days to assess recovery from siRNA-mediated knockdown. Loading control: GAPDH. **e** qRT-PCR showing recovery of Lamin B2 transcript at the end of 8 days, normalized to expression of *ACTIN*. **f** Western blot showing levels of Lamin B2 when DLD1 cells treated with siLamin B2 were grown for 2–8 days to assess recovery from siRNA-mediated knockdown. Loading control: GAPDH. Data shown in **d**, **f** are representative results from two independent experiments. **g** Expression levels of genes upregulated upon Lamin A/C Kd (*ABLIM2*, *SMTNL2*) at the end of day 2 were restored at day 8. **h** Genes downregulated upon Lamin A/C Kd (*TMEM14B*, *CDC42*) at the end of day 2 recovered at day 8. **i** Expression levels of genes upregulated upon Lamin B2 Kd (*REG4*, *PTGS2*) at the end of day 2 were restored at day 8. **j** Genes downregulated upon Lamin B2 Kd (*MESDC2*, *KRCC1*) at the end of day 2 recovered at day 8. Data for all qRT-PCRs (**c**, **e**, **g**–**j**) is a compilation of two biological replicates and normalized to expression levels of *ACTIN. Error bars* represent SEM. **k** Genes deregulated per chromosome upon depletion of Lamin A/C and Lamin B2 in DLD1 cells. The % deregulation = (no. of deregulated genes on a chromosome / total no. of coding genes on that chromosome) × 100. Details of number of coding genes and size of chromosomes were obtained from MapViewer (NCBI). **l**, **m** Lamin B2 Kd (*r* ^2^ = 0.4629) shows greater correlation between transcriptional deregulation and gene density as compared to Lamin A/C Kd (*r* ^2^ = 0.1823)

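By direction, 266 of the genes called in Lamin A/C Kd rose and 372 fell, and KRT80, singled out after its values were seen, had called probes in both directions. For Lamin B2 Kd, 259 rose and 343 fell, and KLK15, also singled out afterwards, had probes in both directions. With the shift by the 50th percentile, the median change of all probes was −0.04 in Lamin A/C Kd and −0.14 in Lamin B2 Kd, and with a shift by the 75th percentile it was 0.02 and 0.05. With the 75th percentile, 464 genes rose and 130 fell in Lamin B2 Kd, so that 78.1% of the called genes rose in place of 43.0%. That shift gave 311 rises and 291 falls in Lamin A/C Kd. More genes rose than fell in Lamin B2 Kd also without a filter on detection (1024 and 413), with array weights (210 and 159), with the slide as a block (220 and 154), and without Lamin B2 Kd replicate 1 (818 and 496) or replicate 3 (285 and 153). More genes fell than rose with quantile normalization (191 and 288), normexp background correction (26 and 113), detection on all 9 arrays (94 and 269) and the adjusted p (63 and 219). Falls also prevailed in the authors' table (199 and 212), at 1.5-fold (686 and 1852), without moderation (169 and 295) and without Lamin B2 Kd replicate 2 (547 and 821).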

Whole-genome expression profiling using microarrays from Lamin A mutant (E161K) human cardiomyocytes showed deregulated gene expression levels predominantly from gene-poor chromosome 13 (Mewborn et al. 2010). Likewise, mouse fibroblasts lacking functional Lamin B1 revealed transcriptionally deregulated clusters on the peripherally positioned mouse chromosome 18 (Malhas et al. 2007). These evidences prompted us to investigate if specific chromosomes were transcriptionally deregulated upon Lamin A/C or B2 depletion. From our expression array data sets independently derived from Lamin A/C and Lamin B2 knockdowns, we calculated the extent of transcriptional deregulation for each chromosome by expressing the total number of deregulated genes on a chromosome as a fraction of the total number of coding genes from that chromosome (Fig. 2k). 

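The chromosome of a gene was taken from a reference table of GRCh38.p14 by the gene name on the array, and 19765 of the 31033 names (63.7%) were matched. Of the genes called, 442 of 639 in Lamin A/C Kd and 419 of 603 in Lamin B2 Kd were matched, 420 and 393 of them to protein-coding genes. Divided by the 20037 protein-coding genes of the table, this was 2.10% in Lamin A/C Kd and 1.96% in Lamin B2 Kd. Genes whose names were not matched are not counted, so each percentage is a lower limit. A criterion of 1.5-fold raised them, on Chr.19 to 6.00% in Lamin A/C Kd and 9.65% in Lamin B2 Kd. Normexp background correction lowered them, on Chr.19 to 0.48% in Lamin A/C Kd and 1.03% in Lamin B2 Kd. In each knockdown, 23 of the 24 chromosomes were above 0.7%, all but Chr.Y with 0 genes. This depended on the processing in both knockdowns. In Lamin A/C Kd, Chr.19 was below 0.7% with normexp background correction and in the authors' table (0.62%). In Lamin B2 Kd, Chr.13 (0.59%) and Chr.18 (0.37%) were below it in the authors' table, and Chr.7 (0.53%) and Chr.13 (0.3%) with array weights. With normexp background correction, Chr.11 (0.77%) and Chr.19 were above 0.7% in Lamin B2 Kd. Chr.2, 3, 7, 8, 12, 13, 17, 18 and X were between 0.12% (Chr.X) and 0.60% (Chr.17).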

Chromosomes showing >0.7 % deregulation in transcript levels were shortlisted. Chromosomes showing significant deregulation upon Lamin A/C Kd were Chr.16, 22, 20, 12, 1, 3, 17, and 19 (descending order of expression deregulation). 

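In this order, the share of coding genes called in Lamin A/C Kd was 2.81% on Chr.16, 2.44% on Chr.22, 2.23% on Chr.20, 1.86% on Chr.12, 2.09% on Chr.1, 2.44% on Chr.3, 2.22% on Chr.17 and 1.31% on Chr.19. The number of genes behind these shares was between 11 (Chr.22) and 43 (Chr.1). Of these 8 chromosomes, 3 were among the 8 with the highest shares, namely Chr.16, 22 and 3. The others among the highest 8 were Chr.13, 10, 2, 14 and 6.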

While upon Lamin B2 Kd, major deregulated chromosomes were Chr.19, 11, 12, 17, X, 8, 3, and 2 (descending order of expression deregulation) (Fig. 2k). 

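The share of coding genes called in Lamin B2 Kd was 2.62% on Chr.19, 2.77% on Chr.11, 2.05% on Chr.12, 1.88% on Chr.17, 1.18% on Chr.X, 1.82% on Chr.8, 2.16% on Chr.3 and 1.91% on Chr.2. Between 10 genes (Chr.X) and 38 genes (Chr.19) were called on each. On Chr.19 the share was 5.38% without Lamin B2 Kd replicate 1, 6.06% without replicate 2 and 1.38% without replicate 3. In the same order, it was 5.30%, 5.38% and 1.23% on Chr.11, and 4.01%, 3.18% and 0.94% on Chr.X. Among the 8 chromosomes with the highest shares were 3 of these, Chr.11, 19 and 3, along with Chr.22 (3.1%), 21 (2.93%), 9 (2.57%), 16 (2.34%) and 15 (2.27%).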

Comparatively neither Lamin A/C Kd nor Lamin B2 Kd showed a significant transcriptional deregulation from gene-poor chromosomes 13, 18 or 7 (whole chromosomes), although these chromosomes are proximal to the nuclear lamina (Fig. 2k). 

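On Chr.13, 12 of 338 coding genes were called in Lamin A/C Kd (3.55%) and 6 in Lamin B2 Kd (1.78%). Among the genes detected, 12 of 216 on Chr.13 were called in Lamin A/C Kd, more than on the other chromosomes before adjustment (2-sided Fisher's exact test, p = 0.0383, odds ratio 1.96) but not after adjustment over the 24 chromosomes (exact test, adjusted p = 0.459). On Chr.7, 21 of 647 detected genes were called in Lamin A/C Kd (Fisher's exact test, p = 0.634) and 14 of 651 in Lamin B2 Kd (exact test, p = 0.391). On Chr.18, 4 of 192 (exact test, p = 0.666) and 4 of 193 detected genes (exact test, p = 0.823) were called.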

A plot of % transcriptional deregulation against gene density showed a higher correlation with gene density upon Lamin B2 Kd (*r* ^2^ = 0.4629) as compared to Lamin A/C Kd (*r* ^2^ = 0.1823) (Fig. 2l, m). This reveals an enhanced transcriptional deregulation from gene-rich chromosomes upon Lamin B2 Kd. 

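Across the 24 chromosomes, the percentage of coding genes called in Lamin B2 Kd had a Pearson's r of 0.437 with the number of coding genes per Mb, an r² of 0.191 (2-sided permutation test, p = 0.0428, adjusted p = 0.0856 over both knockdowns). Spearman's rho was 0.511 (permutation p = 0.0114). For Lamin A/C Kd, r was −0.022 and r² 0.000481 (permutation p = 0.909), with a rho of 0.132 (permutation p = 0.538). Without Chr.17 and 19, the 2 chromosomes farthest from the median gene density, r was 0.580 in Lamin B2 Kd (permutation p = 0.00498) and 0.325 in Lamin A/C Kd (permutation p = 0.139). The r² of Lamin B2 Kd was 0.0167 with the slide as a block, 0.0459 without Lamin B2 Kd replicate 3, 0.391 without replicate 2 and 0.312 without replicate 1. It was 0.0892 without control replicate 1 and 0.0993 without control replicate 3. The sign of r in Lamin A/C Kd changed under several alternatives, and r² was 0.0808 without Chr.19.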

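The r² of Lamin B2 Kd exceeded that of Lamin A/C Kd by 0.191, and permuting the 2 percentages within each of the 24 chromosomes gave a difference as large with a p of 0.259 (permutation test, 100000 permutations). From the higher correlation upon Lamin B2 Kd in Fig. 2l, m, the paper concludes that deregulation from gene-rich chromosomes is enhanced in Lamin B2 Kd.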

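For each of 24 chromosomes and both knockdowns, the share of detected coding genes that was called was compared with that of the other chromosomes by a 2-sided Fisher's exact test. After Benjamini-Hochberg adjustment over the 24 chromosomes of each knockdown, 0 chromosomes passed in either knockdown, and at an unadjusted p under 0.05 there were 2 in each. These were Chr.13 with more calls and Chr.19 with fewer, 19 of 1066 detected genes, in Lamin A/C Kd (odds ratio 0.58, exact test, p = 0.0182, adjusted p = 0.437). The others, in Lamin B2 Kd, were Chr.11 with more calls, 36 of 940 (odds ratio 1.45, exact test, p = 0.0387), and Chr.5 with fewer, 9 of 621 (odds ratio 0.51, exact test, p = 0.0435), both with an adjusted p of 0.522.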

Taken together, gene expression profiling of Lamin A/C- or B2-depleted cells uncovered specific chromosomes that were significantly deregulated in their gene expression levels (Fig. 2k).

### Lamin depletion induces chromosomal aneuploidies

We next performed three-dimensional fluorescence in situ hybridization (3D-FISH) of specifically those chromosomes that showed greater transcriptional deregulation over others independently in Lamin A/C and B2 depletion. Chromosome territories (CTs) 1 and 16 were examined upon Lamin A/C Kd, and CTs 11 and 17 were examined upon Lamin B2 Kd (Fig. 3a, b). In addition, the most gene-rich chromosome 19 that was deregulated independently in Lamin A/C and B2 Kd was also examined along with gene-poor chromosome 18 of comparable DNA content (Fig. 3c). Furthermore, chromosome 18 showed a relatively lower (~0.5–0.6 %) transcriptional deregulation in either Lamin A/C or B2 Kd (Fig. 2k). 

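With 4 of 270 coding genes called in each knockdown, the share on Chr.18 was 1.48% in both, and it ranked 19 of 24 in each. The share in Lamin A/C Kd was 0.74% in the authors' table and 6.30% at 1.5-fold. For Lamin B2 Kd it was 0.37% in the authors' table and with normexp background correction, and 4.44% without a filter on detection. It was 3.33% in Lamin B2 Kd without Lamin B2 Kd replicate 1.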

Three-dimensional FISH showed that Chr.1, 11, 16, 17, 18, and 19 were diploid in ~95 % control cells (untreated cells and cells treated with non-targeting siRNA (siLacZ)) (Figs. 3d, e and S4a–i). However, while imaging Lamin Kd nuclei, we consistently detected sub-populations (~20–30 % of cells) with more than two CTs (Fig. 3d, e). Chromosomes 18 and 19 were gained (three to four copies) in Lamin A/C Kd cells (~20–30 %) (Figs. 3d and S4c, d), while chromosomes 11, 17, 18, and 19 were gained (three to four copies) in Lamin B2 knockdown cells (Figs. 3e and S4e–h). We also tested for the extent of aneuploidies of chromosomes that were not transcriptionally deregulated and therefore not shortlisted in each of Lamin A/C (CT11, 17) or B2 Kd (CT1, 16) cells. Chromosome 17 was gained (three copies) in Lamin A/C Kd in ~20 % cells, while chromosomes 1 and 16 were not gained upon Lamin B2 Kd (Fig. S4i). Immuno-FISH assays showed a comparable depletion of ~75–80 % of Lamin levels in both the diploid and aneuploid sub-populations of cells (Fig. S5). A scrambled (non-targeting) siRNA oligonucleotide control of Lamin B2 did not show aneuploidy for CT18 and 19, underscoring the specificity of the siRNA against Lamin B2 in DLD1 cells (Fig. S4j, k). In addition, an shRNA sequence against Lamin B2 showed a comparable extent of aneuploidy (>30 %) (data not shown), suggesting that Lamin-depletion-induced aneuploidies were simply not a manifestation of transient siRNA-mediated knockdowns.

**Fig. 3:**
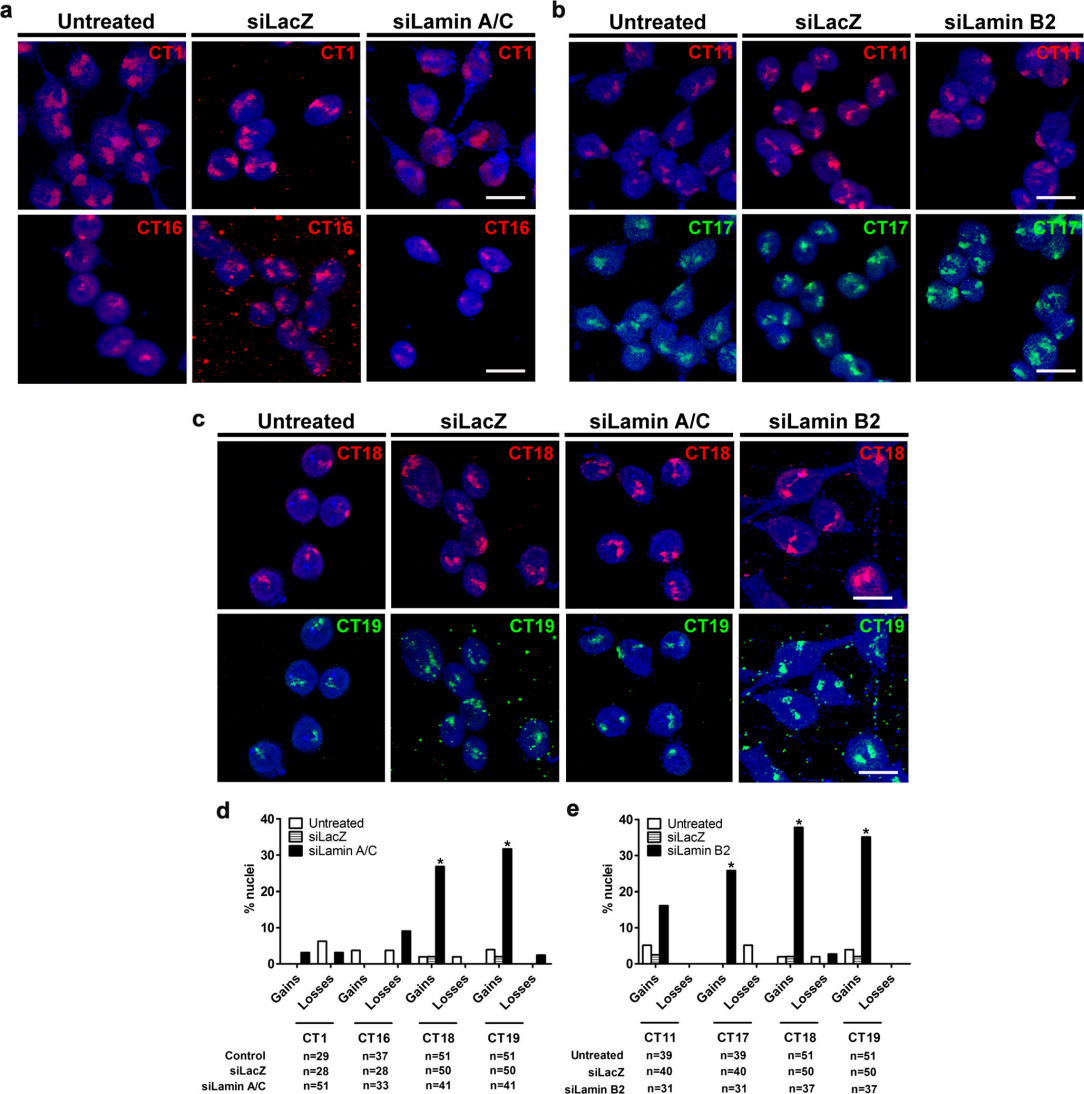
Lamin depletion induces chromosomal aneuploidies. **a** Merged maximum intensity projection of confocal image stacks of chromosome territories (CT)—CT1 and CT16 for control (untreated and siLacZ treated) and siLamin A/C-treated DLD1 cells. **b** Merged maximum intensity projection of confocal image stacks of chromosome territories (CT)—CT11 and CT17 for control (untreated and siLacZ treated) and siLamin B2-treated DLD1 cells. **c** Merged maximum intensity projection of confocal image stacks of chromosome territories (CT)—CT18 and CT19 for control (untreated and siLacZ treated), siLamin A/C-, and siLamin B2-treated DLD1 cells. Nuclei are stained with DAPI, hybridizations for CT1 and CT16 were single-color hybridizations, while CT11–CT17 and CT18–CT19 were dual color hybridizations. *Scale bar* ~10 μm. **d** Quantification of number of chromosome territories in interphase nuclei of control and Lamin A/C-depleted cells. Number of nuclei scored in each treatment (*n*) ~28–51. Quantification is a representative result out of two biological replicates. Chromosomes 18 and 19 are aneuploid (in ~20–25 % cells) upon Lamin A/C depletion. **e** Quantification of number of chromosome territories in interphase nuclei of control and Lamin B2-depleted cells. Chromosomes 11 and 17 (aneuploid in ~15–25 % cells) and chromosomes 18–19 (aneuploid in ~30–40 % cells) upon Lamin B2 depletion. Number of nuclei scored in each treatment (*n*) ~28–51. Quantification is a representative result out of two biological replicates

We performed fluorescence-activated cell sorting (FACS) profiling to ascertain the ploidy of Lamin-depleted DLD1 cells (Fig. S6a–d). This profile showed a comparable proportion of cycling cells in the control and Lamin Kd populations. In addition, we did not detect polyploid sub-populations in control or Lamin Kd cells (Fig. S6a–d). Further, the levels of the major cell cycle checkpoint proteins Chk1 and Chk2 remained unaffected (Fig. S6e, f). To assess the effect of Lamin depletion on chromosomal instability (CIN), we examined metaphase spreads derived from Lamin knockdown cells (Fig. S7a–c). Control DLD1 cells showed a predominantly pseudo-diploid population (~80 %) (45–46 chromosomes) and another sub-population of ~20 % cells showing chromosomal losses and gains (Fig. S7d). An increase in the number of cells showing chromosomal losses (43–45 chromosomes) (*p* = 0.0345) and gains (47–48 chromosomes) was detected upon Lamin A/C Kd (Fig. S7a, b, d). Remarkably, Lamin B2 Kd showed a significant increase in chromosomal gains (47–49 chromosomes) (*p* = 0.018) (Fig. S7a, c, d). This is consistent with chromosomal aneuploidies induced in DLD1 cells upon Lamin B2 depletion (Kuga et al. 2014). Karyotype analyses from metaphase spreads derived from control, Lamin A/C, or B2 Kd cells did not reveal any consistent chromosomal translocations (Fig. S7a–c). Notably, a comparable level of CIN (~30 %) is associated with colorectal cancer initiation and progression (Bardi et al. 1995; Ried et al. 1996).

Taken together, these studies show a specific induction of chromosomal aneuploidies upon Lamin A/C and Lamin B2 depletion in DLD1 cells. We next examined the spatial organization of both the diploid and the aneuploid CTs in Lamin-depleted cells.

### Lamin A/C depletion does not perturb conserved positions of diploid and aneuploid chromosome territories

The spatial organization of chromosomes in the interphase nucleus largely correlates with gene density and, therefore, its expression levels, with gene-rich chromosomes in the nuclear interior being more transcriptionally active as against gene-poor chromosomes toward the nuclear periphery (Goetze et al. 2007). We performed 3D-FISH followed by confocal imaging and 3D radial distance measurements of diploid and aneuploid CTs in Lamin-depleted cells. The radial distance measurements have been represented both as a (i) dot scatter plots of raw data (Fig. S8) and (ii) binned into five shells of ~20 % of the nuclear sub-volume (0 %—nuclear center, 100 %—nuclear periphery) (Figs. 4 and 5). It is pertinent to reiterate that the innermost nuclear shell enriched in euchromatin is relatively more transcriptionally active as compared to the peripheral shell (~80–100 %) enriched in heterochromatin (Goetze et al. 2007). Three-dimensional FISH analyses of CT1 (gene density 15.83 genes/Mbp) and 16 (gene density 17.05 genes/Mbp) in Lamin A/C-depleted cells did not show a change in its radial distance distribution (*p* > 0.05) (Figs. 4a–d and S8a, b, Table 1). Furthermore, their relative positions in the nuclear sub-shells remained unchanged and conserved when compared to control cells (Fig. 4a–d). Radial distance measurements of CT18 (shell IV, RD ~80 %) and CT19 (shell III, RD ~60 %) in diploid or aneuploid cells remained conserved toward the nuclear periphery and nuclear interior, respectively (Figs. 4e–h and S8c, d). Radial distance measurements of CT1, 16, 18, and 19 in the siLacZ-treated DLD1 cells remained conserved as compared to untreated control cells (Fig. 4b, d, f, h). In summary, despite the specific depletion of Lamin A/C, the diploid or aneuploid gene-rich or gene-poor CTs showed a remarkable conservation in their spatial localization consistent with their gene densities.

**Fig. 4:**
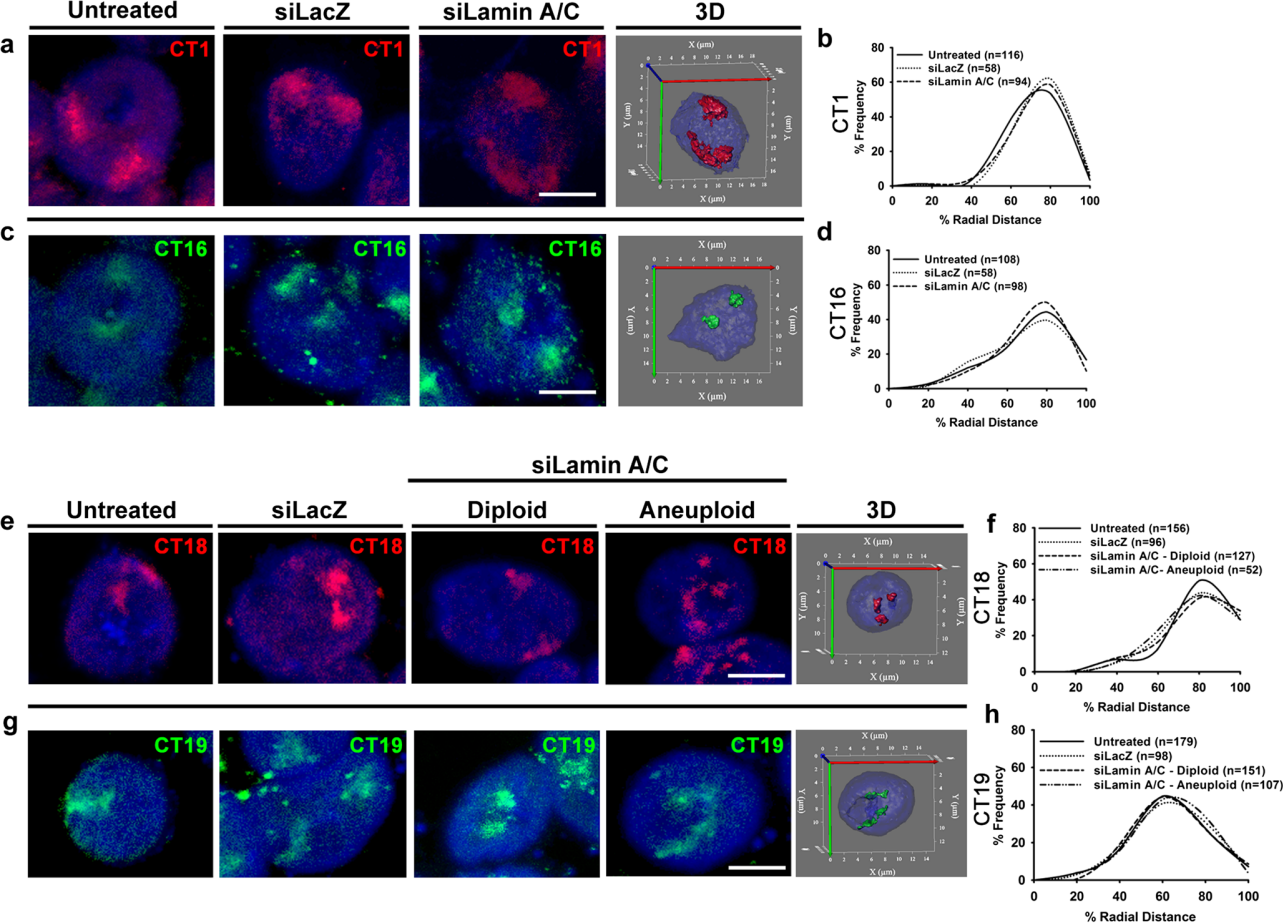
Diploid and aneuploid chromosome territories assume conserved positions upon Lamin A/C depletion. **a**–**d** Representative images and radial distance distribution profiles for 3D-FISH performed on untreated, siLacZ-treated, and siLamin A/C-treated DLD1 cells for CT1 (**a**, **b**) and CT16 (**c**, **d**). Each *panel* shows merged maximum intensity projections of a representative nucleus from control (untreated, siLacZ) and siLamin A/C cells with its corresponding 3D reconstruction (3D). **b**, **d** Representative radial distance distribution profiles (pooled across experiments) of CT1 (*N* = 1) and CT16 (*N* = 2) binned into five sub-shells of ~20 % radial distance each. In each replicate, radial distances were measured for ~50–100 CTs. No significant change was detected in the radial distance distribution profiles of either diploid CT1 or CT16 upon Lamin A/C Kd (*p* > 0.05). **e**–**h** Merged maximum intensity projections for 3D-FISH images and radial distance distribution profiles for CT18 (**e**, **f**) and CT19 (**g**, **h**) which show aneuploidy upon Lamin A/C Kd. Representative 3D reconstructions show aneuploidy upon Lamin A/C Kd. **f**, **h** Radial distance distribution profiles (pooled across experiments) of CT18 (*N* = 2) and CT19 (*N* = 3) binned into five sub-shells of ~20 % radial distance each. In each replicate, radial distances were measured for ~50–100 CTs. No significant changes were detected in the distribution profiles for CT18 and CT19 in Lamin A/C Kd diploid or aneuploid cells (*p* > 0.05). *Scale bar* ~5 μm. Fisher’s exact test and χ^2^ test was used to test statistical significance of distribution in different sub-shells of the nucleus. *N* number of independent experiments (biological replicates) contributing to the data, *n* number of chromosome territories

**Fig. 5:**
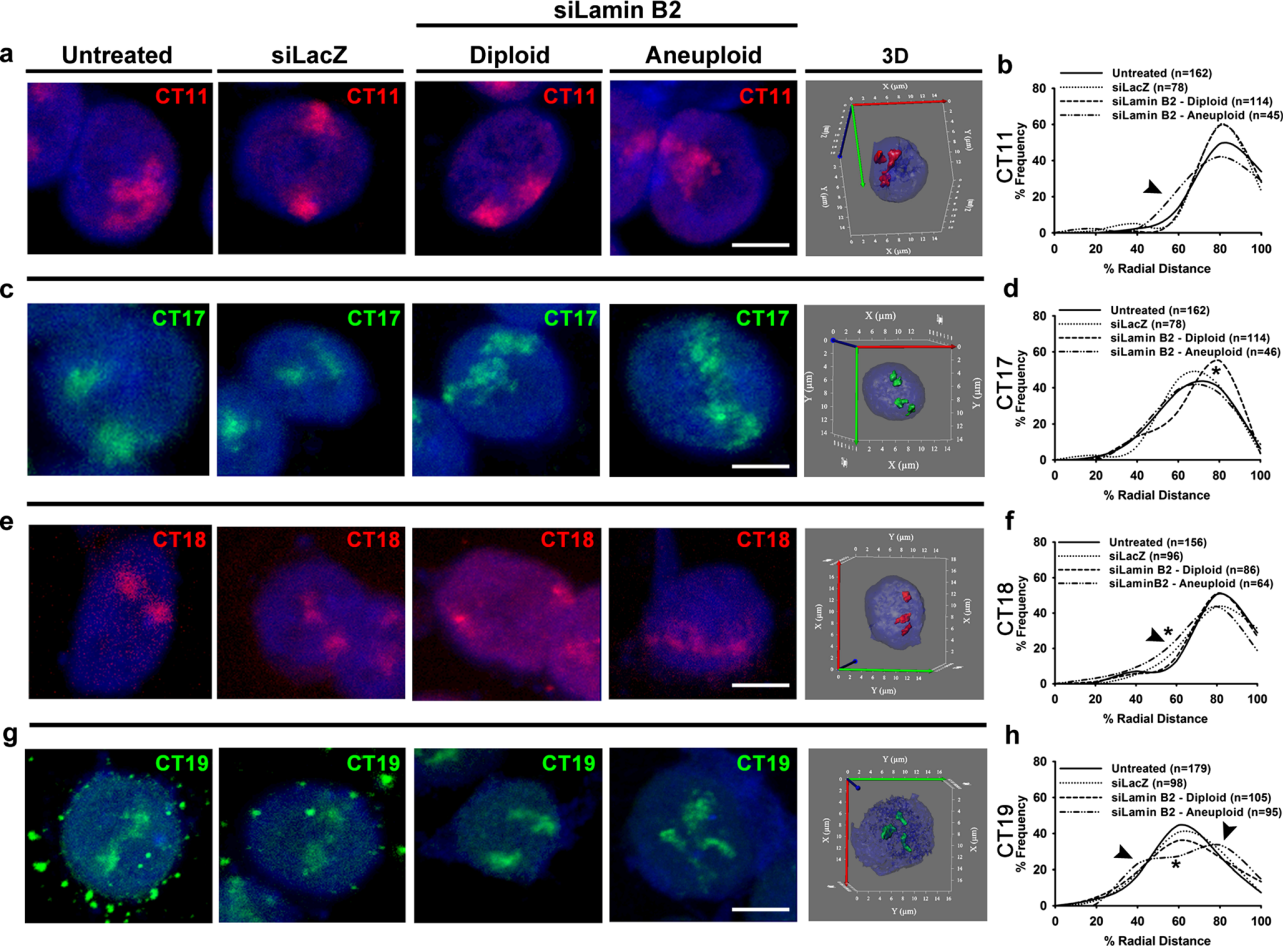
Aneuploid chromosome territories are mislocalized upon Lamin B2 depletion. Images from merged maximum intensity projection of 3D-FISH and radial distance distribution profiles for CT11 (**a**, **b**), CT17 (**c**, **d**), CT18 (**e**, **f**), and CT19 (**g**, **h**) which show aneuploidy upon Lamin B2 Kd. Representative 3D reconstructions show aneuploidy in the interphase nucleus upon Lamin B2 Kd. **b**, **d**, **f**, **h** Radial distance distribution profiles (pooled across experiments) of CT11 (*N* = 2), CT17 (*N* = 2), CT18 (*N* = 2), and CT19 (*N* = 3) binned into five sub-shells of ~20 % radial distance each. In each replicate, radial distances were measured for ~50–100 CTs. **b** Aneuploid CT11 shows an increase in the sub-population in shell III (RD ~60 %) over the control. **d** Diploid CT17 shows an increase in the sub-population in shell IV (RD ~80 %) over the control (*p* = 0.0145). **f** Aneuploid CT18 shows an increase in the sub-population in shell III (RD ~60 %) over the control (*p* = 0.0431). **h** Aneuploid CT19 showed a significantly different distribution of CT positions as compared to untreated cells (*p* = 0.0157). Specifically, it shows a decrease in the sub-population in shell III (RD ~60 %) over the control (*p* = 0.0061) and an increase in the subpopulations in shell II (RD ~40 %) and shell IV (RD ~80 %), respectively. *Scale bar* ~5 μm. Fisher’s exact and χ^2 ^test was used to test statistical significance of distribution in sub-shells of the nucleus. *N* number of independent experiments (biological replicates) contributing to the data, *n* number of chromosome territories. *Arrowheads*: mislocalized sub-populations of aneuploid chromosome territories upon Lamin B2 Kd

**Table 1:** Median % radial distance (RD) and interquartile range (IQR) of chromosome territories upon Lamin A/C Kd in DLD1 cells

Chromosome no.	Gene density (genes/Mbp)	Untreated		siLacZ		siLamin A/C			
						Diploid		Aneuploid	
		Median	IQR	Median	IQR	Median	IQR	Median	IQR
CT1	15.83	62.27	14.11	65.49	14.98	66.07	19.17	–	–
CT16	17.05	67.42	25.91	64.3	25.31	62.85	22.88	–	–
CT18	8.21	73.63	18.20	72.5	23.61	73.73	22.24	71.14	26.08
CT19	37.08	52.08	27.02	51.73	23.44	54.86	23.8	51.45	23.64

### Lamin B2 depletion mislocalizes aneuploid chromosome territories

The increase in aneuploid cells upon Lamin B2 Kd is consistent with the known impact of Lamin B2 depletion in colorectal cancer cells (Kuga et al. 2014). We next analyzed the radial distance distributions of chromosomes that were transcriptionally deregulated upon Lamin B2 Kd in DLD1 cells. Although CT11 is gene rich (~17.5 genes/Mbp), it shows a peripheral (shell IV: RD ~80 %) nuclear localization in control cells (Fig. 5a, b). Analyses of radial distance distribution of CT11 in Lamin B2 Kd cells showed a conserved radial distance distribution in diploid cells (shell IV: RD ~80 %) (Fig. 5b). Aneuploid CT11 shows a mislocalized sub-population toward the nuclear interior to shell III: RD ~60 % (Fig. 5b). Interestingly, diploid CT17 (gene rich) showed a significant shift toward the nuclear periphery (shell IV: RD ~80 %) as compared to control cells (shell III: RD ~60 %) (Fig. 5c, d). However, the aneuploid CT17 does not show a mislocalization as compared to control cells and remains clustered in shell III (RD ~60 %) (Fig. 5d). It is plausible that the extra copy of CT17 may cluster into a single shell in Lamin B2 Kd cells, while one of the homologs in the diploid CT17 is mislocalized, suggesting differential effects that are exerted on CT17 in diploid and aneuploid Lamin B2 Kd cells—the functional relevance of which remains to be tested. The gene-poor and diploid CT18 in Lamin B2 Kd cells showed a predominantly peripheral nuclear localization (shell IV, RD ~80 %). In addition, aneuploid CT18 shows an increase in a sub-population of cells toward the nuclear interior (shell III, RD ~60 %) (Fig. 5e, f). In contrast, the gene-rich CT19 predominantly localized toward the nuclear interior (shell III, RD ~60 %) in control and diploid cells depleted in Lamin B2. However, aneuploid CT19 showed a striking mislocalization in its distribution into nuclear sub-shells, repositioning further toward the nuclear interior (shell II: RD ~40 %) and nuclear periphery (shell IV: RD ~80 %) (Fig. 5g, h). Radial distance measurements of CT11, 17, 18, and 19 in the siLacZ-treated DLD1 cells remained conserved as compared to untreated control cells (Fig. 4b, d, f, h). Taken together, aneuploid CTs show mislocalized sub-populations upon Lamin B2 depletion. We examined the interquartile range (IQR) of the radial distance distributions of the CTs, which consistently showed a greater IQR (22.73–31.19) for the aneuploid cells than for the diploid cells (11.21–29.97) (Table 2).

**Table 2:** Median % radial distance (RD) and interquartile range (IQR) of chromosome territories upon Lamin B2 Kd in DLD1 cells

Chromosome no.	Gene density (genes/Mbp)	Untreated		siLacZ		siLamin B2			
						Diploid		Aneuploid	
		Median	IQR	Median	IQR	Median	IQR	Median	IQR
CT11	17.5	76.19	17.25	73.55	16.81	75.06	11.21	73.11	22.73
CT17	24.21	57.94	24.53	57.79	18.84	62.22	14.69	57.6	27.87
CT18	8.21	73.63	18.20	72.5	23.61	70.45	19	69.25	23.3
CT19	37.08	52.08	27.02	51.73	23.44	53.88	29.97	57.23	31.19

### Spatial organization of gene loci is altered upon Lamin B2 depletion

We show that Lamin B2 depletion mislocalizes aneuploid CTs. We therefore examined if the mislocalization of aneuploid CTs also impinges on the spatial organization and function of a target gene (Fig. 6). We examined the role of Lamin B2 in regulating gene expression of a candidate gene on chromosome 19. The spatial organization of gene loci in the interphase nucleus is non-random and correlates with its expression levels. Gene loci that are overexpressed typically loop-out of their respective CTs (Chambeyron and Bickmore 2004; Volpi et al. 2000). Furthermore, gene loci associate with nuclear landmarks such as the nuclear lamina, Polycomb bodies, which further impact its transcription status (Bracken et al. 2006; Guelen et al. 2008). The nuclear lamina is predominantly a transcriptionally repressive zone, and inactive genes typically associate with nuclear Lamins at the nuclear periphery in contrast to active genes (Guelen et al. 2008; Harr et al. 2015; Peric-Hupkes et al. 2010; Reddy et al. 2008).

**Fig. 6:**
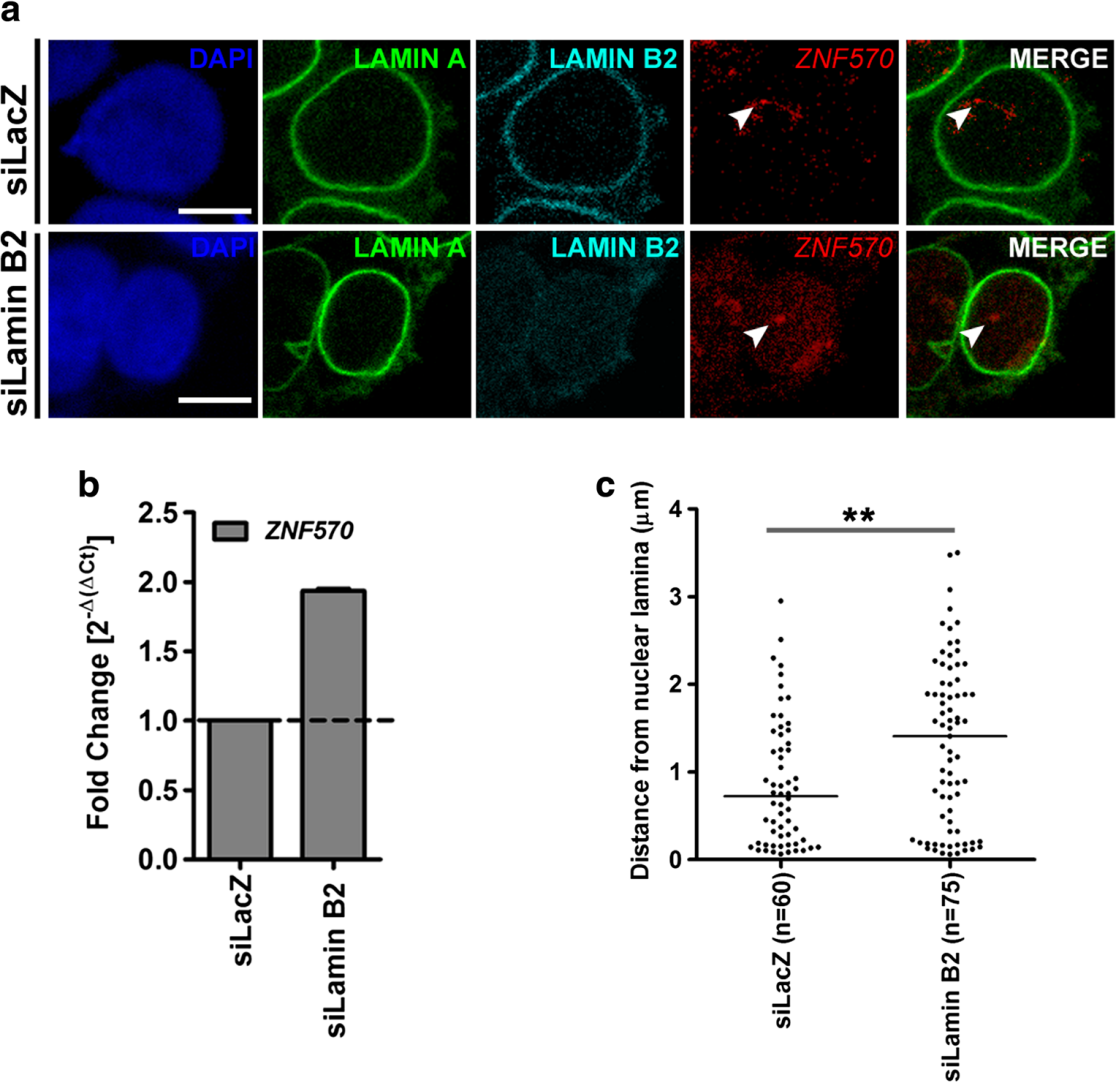
Enhanced expression level and altered spatial organization of gene loci upon Lamin B2 depletion. **a** Representative images (from a single optical section of a confocal image stack) of 3D Immuno-FISH for Lamin A (*green*), Lamin B2 (*cyan*), *ZNF570* (*red*), and DAPI (*blue*) performed on siLacZ- and siLamin B2-treated DLD1 cells. *Scale bar* ~5 μm. **b** qRT-PCR showing upregulation of *ZNF570* upon Lamin B2 Kd in DLD1 cells. Data shown is a representation out of two independent experiments *Error bars* represent SEM. **c** Dot scatter plot showing least distance between *ZNF570* locus and Lamin A signal in siLacZ- and siLamin B2-treated DLD1 cells, horizontal bar represents median. In each of siLacZ and siLamin B2 cells, ~60–70 gene loci signals were quantified. The distance of *ZNF570* locus with respect to the lamina was significantly greater in the siLamin B2 cells (*p* = 0.004, K-S test). *Arrowheads*: *ZNF570* gene locus

We adopted the nuclear lamina as a reference for examining the spatial organization of the gene locus in 3D (Reddy et al. 2008; Zullo et al. 2012) (Fig. 6a). Since we consistently detected chromosome 19 aneuploidies upon Lamin B2 knockdown, we examined the spatial organization of a candidate gene locus *ZNF570* (Chr.19q13.12) (Fig. 6a). The *ZNF570* gene locus was also found to be aneuploid in ~25 % Lamin B2-depleted cells. 

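ZNF570, on chromosome 19, had 1 probe on the arrays. It was well above background on 0 of 3 control arrays and on 2 of 3 Lamin B2 Kd arrays, and was therefore not among the probes tested. The log2 signal was −3.08 ± 0.45 (SD, n = 3) in controls and −1.52 ± 0.63 (SD, n = 3) in Lamin B2 Kd, and all Lamin B2 Kd arrays were above all controls. As listed, the log2 fold change was 1.56, or 2.95-fold. With each control array at the lowest signal that was well above background on it, ZNF570 was 1.53-fold higher in Lamin B2 Kd. This uses the listed signal of Lamin B2 Kd replicate 2, which was not above background, and is therefore no strict lower limit. Without a filter on detection, ZNF570 passed the 2-fold criterion and the unadjusted p under 0.05 and was called, with an adjusted p of 0.100. With normexp background correction the log2 fold change was 0.31. Without Lamin B2 Kd replicate 2 it was 1.92 and the gene was called. ZNF570 was well above background on 0 of 3 Lamin A/C Kd arrays.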

Gene expression profiling using microarrays showed a ~2.96-fold upregulation of *ZNF570*, which was corroborated by qRT-PCR (~2-fold) (Fig. 6b). We measured the distance of the fluorescently labeled *ZNF570* gene locus with respect to the nuclear lamina (Lamin A) that we considered as the origin, i.e., 0 μm (Fig. 6c). The *ZNF570* gene locus showed a predominant position proximal to the nuclear lamina (median = 0.72 μm) in control cells (siLacZ) and showed a significant shift away from the nuclear lamina upon Lamin B2 depletion (median = 1.40 μm) (Fig. 6c). The spatial organization of *ZNF570* showed a similar repositioning away from the nuclear lamina in diploid and aneuploid Lamin B2 Kd cells (Fig. S9a, b). Furthermore, we detected a significant increase in the number of RNA transcript signals for *ZNF570* in Lamin B2-depleted cells (Fig. S9c, d). Thus, a loss of Lamin B2 repositions *ZNF570* gene locus (diploid and aneuploid) away from the nuclear lamina, which further manifests as an increase in transcript levels detected in single cells (RNA-FISH) as well as at the population level (qRT-PCR).

### Chromosome territory volumes are altered in Lamin-depleted cells

Lamin A mutation (E161K) showed a decrease in the volume of chromosome 13 territory in human fibroblasts (Mewborn et al. 2010). Volumes of chromosome 18 and 19 territories showed an increase in Lamin B1-depleted DLD1 cells (Camps et al. 2014). We next examined if Lamin A/C or B2 depletion affects the volumes of CTs in either diploid or aneuploid cells (Fig. 7, Tables 3 and 4). The nuclear volume showed a significant increase (~1.1-fold) upon Lamin A/C Kd (Fig. 7a). Diploid chromosome 1, 18, and 19 territories showed a significant increase in their volumes (~1.2-fold) upon Lamin A/C depletion (Fig. 7b, d, e). Chromosome 16 did not show a change in its volume (Fig. 7c). Aneuploid CT18 and CT19 did not show a significant change in volume upon Lamin A/C Kd (Fig. 7d, e). This suggests a role for Lamin A/C in either directly or indirectly regulating CT volumes, primarily of diploid CTs.

**Fig. 7:**
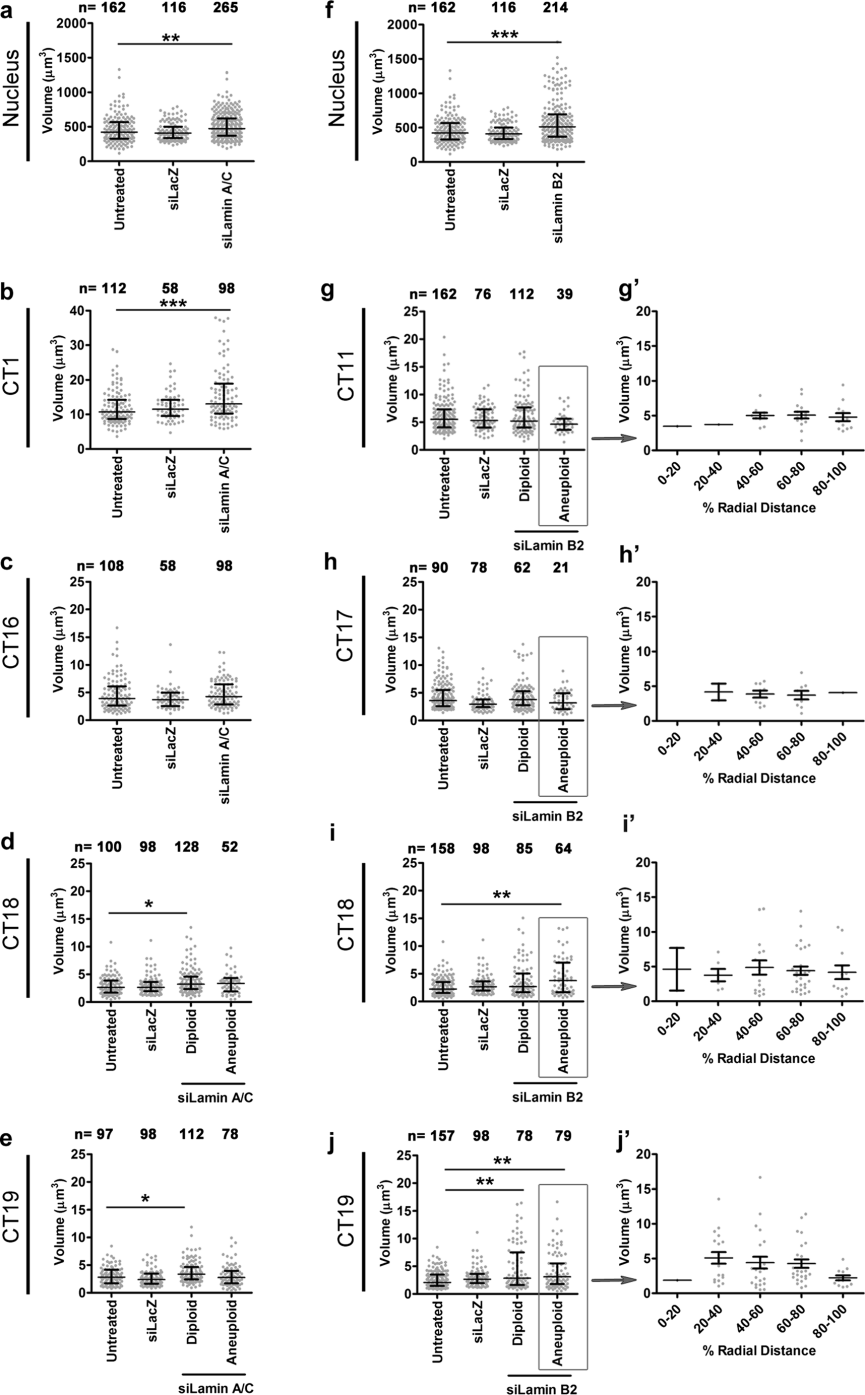
Chromosome territories show volume changes upon Lamin depletion. **a**–**j** Dot scatter plots for volumes of nuclei and chromosome territories upon Lamin A/C and Lamin B2 depletion in DLD1 cells. *Horizontal bars* indicate median with the interquartile range. **a** A significant increase was detected for the nuclear volume (~1.1-fold) upon Lamin A/C Kd (*p* = 0.0001), *N* = 5. **b** A significant increase was detected for volumes of CT1 (*p* = 0.0009), *N* = 1 upon Lamin A/C Kd. **c** No significant difference in volume was detected for CT16, *N* = 2. **d**, **e** A significant increase in the volume of diploid CT18 (*p* = 0.0149), *N* = 2, and CT19 (*p* < 0.0001), *N* = 2, while aneuploid CT18 and CT19 do not show a significant difference in volume upon Lamin A/C Kd. **f** Nuclear volume shows a significant increase upon Lamin B2 Kd (~1.2-fold, *p* < 0.0001), *N* = 5. **g**, **h** No significant difference in volume for either diploid or aneuploid CT11 (*N* = 2) or CT17 (*N* = 1) upon Lamin B2 Kd. **i** A significant increase in the volume of aneuploid CT18 (*p* = 0.0019), *N* = 2. **j** Significant increase in the volume of diploid and aneuploid CT19 upon Lamin B2 Kd (*p* = 0.0004), *N* = 2. **g**’–**j**’ Distribution of the volumes of aneuploid chromosome territories (CT11, CT17, CT18, and CT19) across nuclear sub-shells upon Lamin B2 depletion. No significant difference was detected in the volumes of aneuploid CT across nuclear sub-shells. Kruskal–Wallis test was used to test for statistical significance. *N* number of independent experiments (biological replicates) contributing to the data, *n* number of nuclei (**a**, **f**) or chromosome territories (**b**–**e**, **g**–**j**) scored

**Table 3:** Median volume of chromosome territories upon Lamin A/C Kd in DLD1 cells

Chromosome no.	Untreated (μm^3^)	siLacZ (μm^3^)	siLamin A/C (μm^3^)	
			Diploid	Aneuploid
CT1	10.73	11.51	13.05*	–
CT16	3.89	3.69	4.26	–
CT18	2.65	2.65	3.21*	3.36
CT19	2.83	2.39	3.37*	2.75

*Significant (*p* < 0.05)

**Table 4:** Median volume of chromosome territories upon Lamin B2 Kd in DLD1 cells

Chromosome no.	Untreated (μm^3^)	siLacZ (μm^3^)	siLamin B2 (μm^3^)	
			Diploid	Aneuploid
CT11	5.53	5.32	5.22	4.64
CT17	2.99	2.94	3.32	4.07
CT18	2.23	2.65	2.66	3.76*
CT19	2.06	2.65	2.84*	3.08*

*Significant (*p* < 0.05)

Lamin B2 depletion shows an ~1.2-fold increase in nuclear volume (Fig. 7f). CT11 and CT17 did not show a change in volume in either diploid or aneuploid state (Fig. 7g, h). CT18 showed an increase in volumes (~1.7-fold) in the aneuploid state, and CT19 showed an increase in volume in the diploid (~1.4-fold) as well as aneuploid state (~1.5-fold) (Fig. 7i, j). In summary, Lamin A/C and B2 depletion impacts nuclear volumes. While Lamin A/C Kd primarily affects volumes of diploid CTs, Lamin B2 Kd impacts volumes of mainly aneuploid CTs.

To further probe if mislocalized aneuploid CTs show an altered volume upon Lamin B2 Kd, we examined the volumes of aneuploid CTs across concentric nuclear sub-shells (Fig. 7g’–j’). We did not detect a significant difference in the volumes of aneuploid CTs whether they were localized toward the nuclear interior or toward the nuclear periphery, further suggesting that the altered volume of aneuploid CTs tested here (CT18, CT19) may not correlate with its mislocalization into a different nuclear sub-shell.

### Lamin depletion destabilizes spatial constraints that confine chromosome territories into distinct nuclear sub-volumes

We examined the spatial organization of both diploid and aneuploid CTs in Lamin-depleted cells. Lamin depletion showed an increase in nuclear volume of ~1.1-fold in Lamin A/C Kd cells and ~1.2-fold in Lamin B2 Kd cells. A spherical nucleus can be grossly sub-divided into five concentric sub-shells, with the gene-rich CTs predominantly toward the nuclear interior (shell II–III), while gene-poor CTs are toward the nuclear periphery (shell IV–V) (Fig. 8a). Chromosomal aneuploidies generated upon Lamin A/C and B2 depletion generate diploid and aneuploid chromosomal sub-populations. Diploid CTs in either Lamin A/C- or B2-depleted cells show conserved positions in a gene-density-dependent manner. However, Lamin A/C knockdown cells showed an increase in CT volume in the diploid sub-population of cells (Fig. 8b). In contrast, aneuploid CTs in Lamin B2-depleted cells are strikingly mislocalized and show altered volumes in the interphase nucleus (Fig. 8c). Our results strongly implicate the presence of additional underlying Lamin B2-dependent mechanisms that facilitate gene-density-based chromosome positioning in the interphase nucleus. This potentially includes (i) direct associations of Lamin B2 with chromatin and (ii) protein–protein interactomes of Lamin B2 or a combination of both these factors. Taken together, our studies highlight a unique role for Lamin B2 in regulating the spatial localization of aneuploid CTs in the interphase nucleus.

**Fig. 8:**
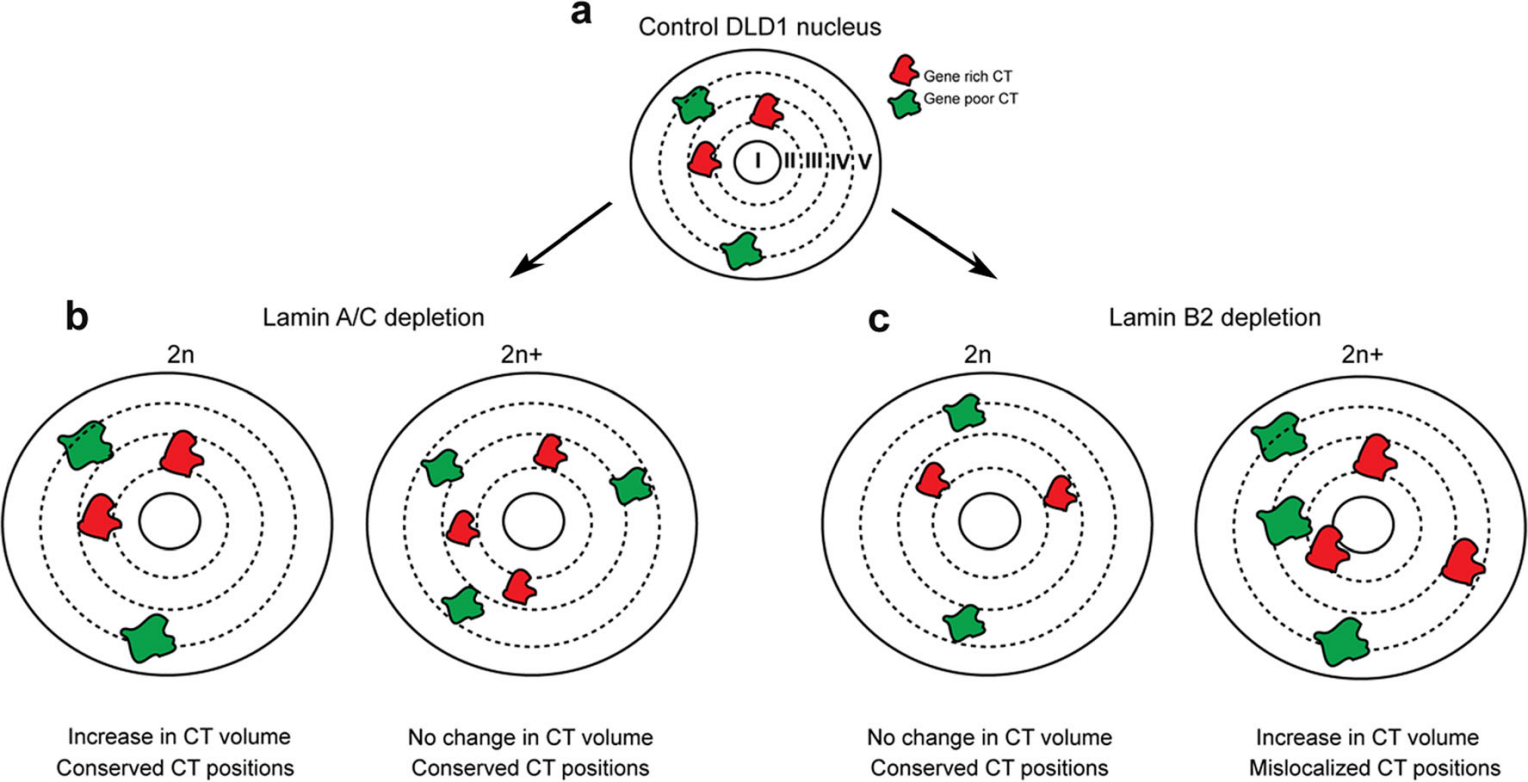
Lamin B2 depletion perturbs positioning constraints of aneuploid chromosome territories in the interphase nucleus. **a** Schematic representation of the nucleus divided into five concentric sub-shells (I–V) of ~20 % radial distance. Gene-rich CT occupies the nuclear interior (sub-shell: III), while gene-poor CT occupies the nuclear periphery (sub-shell: IV). Nuclear volume shows an increase in both Lamin A/C and Lamin B2 Kd. **b** Representation of the diploid (2n) and the aneuploid (2n+) nucleus upon Lamin A/C Kd. Both diploid and aneuploid CTs show conserved positions, while diploid CTs show a significant increase in volume upon Lamin A/C Kd. **c** Representation of the diploid (2n) and the aneuploid (2n+) nucleus upon Lamin B2 Kd. Diploid CTs show conserved chromosome positions and no change in volume, while aneuploid CTs show mislocalization of CTs and significant change in volume upon Lamin B2 Kd

## Discussion

Lamins are required for the maintenance of nuclear structure and function. Furthermore, Lamins are necessary for the appropriate localization of CTs in the interphase nucleus (Malhas et al. 2007; Mewborn et al. 2010; Shimi et al. 2008). Our results suggest a requirement for Lamin B2 since its absence results in mislocalization of aneuploid CTs. The specific role of Lamin B2 in regulating chromosomal ploidy and chromosome positioning is difficult to uncouple. While both A- and B-type Lamins are involved in regulating spindle assembly during mitosis (Goodman et al. 2010; Kuga et al. 2014; Qi et al. 2015; Tsai et al. 2006), Lamins are primarily structural proteins that maintain the spatial organization of the genome (Peric-Hupkes and van Steensel 2010). While both Lamin A/C and Lamin B2 depletion induced CIN, primarily Lamin B2 depletion resulted in a mislocalization of aneuploid CTs. There are conflicting reports on the expression levels of Lamin A/C in colorectal cancers (Belt et al. 2011; Foster et al. 2011; Moss et al. 1999; Willis et al. 2008; Wu et al. 2009). In contrast, Lamin B2 was shown to be a differentially expressed protein between colorectal cancers with and without CIN—with increase in Lamin B2 expression conferring protection against CIN (Kuga et al. 2014). It is noteworthy from our results that Chr.17, 18, and 19 (from the specific subset of chromosomes that we examined) were consistently gained independently upon Lamin A/C or Lamin B2 depletion (Fig. S4i). This is suggestive of a pattern of chromosomal acquisitions potentially relevant for colorectal cancer progression (Tagawa et al. 1996). It remains to be examined if the extent of Lamin stoichiometry correlates with the extent of these chromosomal gains during colorectal cancer progression (Belt et al. 2011; Roth et al. 2010).

Our study highlights an interesting divergence of roles for Lamin A/C and Lamin B2. The role of Lamin B2 in maintenance of genome organization is rather underappreciated. Diploid DLD1 cells robustly express Lamins A/C, B1, and B2 that potentially compensate for one another in single Lamin knockdowns in order to maintain conserved chromosome positions. This is further reiterated in Lamin B1-depleted DLD1 cells that show a conserved localization of CT18 at the nuclear periphery (Camps et al. 2014). However, in aneuploid cells, an optimum level of Lamin B2 is a likely prerequisite for the correct spatial positioning of CTs. It is plausible that regulation of ploidy and positioning of aneuploid chromosomes are co-regulated by Lamin B2 through its commonly regulated interactors that function during both mitosis and interphase. One such candidate is the inner nuclear membrane protein SUN1 identified in a screen by Kuga et al. (2014) which associates with Lamin B2 during mitosis. However, the precise roles of Lamin B2-associated interactors in the context of maintaining the spatial organization of the genome is unclear.

Previous studies suggest a remarkable conservation in gene-density-based chromosome positioning patterns of even aneuploid chromosomes in the interphase nucleus in cancer cells (Cremer et al. 2003). A recent study on primary amniocyte cells shows that naturally aneuploid human Chr.18 and 21 territories assume conserved nuclear locations (Hervé et al. 2016). Further, artificially introduced gene-poor human Chr.7 or 18 and gene-rich Chr.19 into otherwise diploid DLD1 cells showed a gene-density-based conservation in their positioning patterns toward the nuclear periphery and nuclear interior, respectively (Sengupta et al. 2007). It is therefore likely that Lamins play a crucial role in the conservation of spatial organization of aneuploid (trisomies) CTs. It is conceivable that Lamin depletion destabilizes different subsets of Lamin interaction networks at the (i) nuclear periphery (linker of nucleoskeleton and cytoskeleton (LINC) complex), (ii) heterochromatin, (iii) nuclear interior, and (iv) perinucleolar heterochromatin (Dechat et al. 2010; Gruenbaum and Medalia 2015). At the nuclear periphery, Lamins interact with LEM-D proteins, LBR, and HP1 involved in heterochromatin organization (Clements et al. 2000; Foisner and Gerace 1993; Smith and Blobel 1994; Solovei et al. 2013). We surmise that Lamin B2 depletion results in a general weakening of the nuclear periphery due to a loss of its association with Lamin A/C and other factors such as LINC complex, LBR (Moir et al. 2000; Shimi et al. 2015; Ye et al. 1997). This not only maintains the integrity of the nuclear periphery but also tethers gene-poor CTs since aneuploid CT18 (in Lamin B2-depleted cells) disengages from the nuclear lamina and moves further into the nuclear interior. In the nucleoplasm, Lamins associate with chromatin organizers—CTCF, BANF1, and Lamina-associated polypeptide (LAP2α/β) that assist chromatin organization (Dechat et al. 2000; Gesson et al. 2016; Yusufzai et al. 2004). This is likely to impinge on the spatial organization of gene-rich CTs such as CT19 toward the nuclear interior. The role of phosphorylated Lamin A (in the nuclear interior as demonstrated in HeLa cells) (Kochin et al. 2014) in genome organization is unclear. Lamin A/C and LBR are required for tethering heterochromatin, while its absence results in a mislocalization of heterochromatin to the nuclear interior and, therefore, an inversion in nuclear architecture in murine rod cells (Solovei et al. 2009, 2013). Our studies suggest a similar alteration in genome organization as evidenced by the mislocalization of the gene-rich CT19 toward the nuclear periphery and gene-poor CT18 toward the nuclear interior specifically in Lamin B2-depleted aneuploid cells (Fig. 5f, h). This suggests a requirement specifically for Lamin B2 and its interactome in maintaining conserved CT positions. A careful biochemical analysis of these nuclear sub-fractions may provide further insights on these potential interactions with Lamin B2 required for the correct maintenance of CTs in a manner consistent with gene density. Alternatively, the decision to place chromosomes in unique nuclear locations is likely to be initiated during mitosis, where Lamins regulate chromosome segregation (Martin et al. 2010).

It is pertinent to note that Lamin-depletion-induced volume changes of CTs may further impinge on the spatial constraints that position CTs and their transcription potential (Fig. 7). However, our studies reveal that the volumes of aneuploid CTs are comparable irrespective of the nuclear space (sub-shells) that they occupy (Fig. 7). Notably, diploid CTs showed an increase in volume upon Lamin A/C Kd (Fig. 7). Gene expression profiling showed a downregulation of *SMC1A* (~2-fold) upon Lamin A/C but not in Lamin B2 knockdown. 

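SMC1A, on chromosome X, had a log2 signal of 5.62 ± 0.02 (SD, n = 3) in controls, 4.28 ± 0.20 (SD, n = 3) in Lamin A/C Kd and 5.29 ± 0.28 (SD, n = 3) in Lamin B2 Kd on its brightest probe. The log2 fold change in Lamin A/C Kd was −1.34 (standard error 0.16, adjusted p = 0.00256), which is 2.53-fold lower, and on the other probe −0.93 (adjusted p = 0.00656). The change in Lamin B2 Kd was −0.33 (adjusted p = 0.241), and −0.44 on the other probe (adjusted p = 0.112). The difference between the knockdowns was −1.0 (adjusted p = 0.00462).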

SMC1A regulates chromatin architecture and could potentially impinge on volumes of CTs upon Lamin A/C depletion (Phillips-Cremins et al. 2013). Essentially, our data suggests that maintenance of CT position and function is not just dependent on gene density but additionally requires Lamins and its interactors to function as the “zip code” for the correct placement and regulation of transcriptional activity of either diploid or aneuploid CTs in the interphase nucleus.

The altered position of the aneuploid chromosomes could potentially have a bearing on their interaction with the nuclear lamina and with neighboring CTs (Branco and Pombo 2006). Haploid and diploid KBM7 cells show variability in their LAD profiles, suggesting that LAD profiles are modulated by the ploidy of cells (Kind et al. 2015). It would be useful to compare LAD profiles in diploid versus aneuploid Lamin-depleted cells, although a potential technical limitation is to specifically enrich number of cells with chromosomal aneuploidies. In addition, the identification of chromatin contacts in single cells by Hi-C studies and RNA-Seq analyses would enable assessing the impact of chromosomal aneuploidies on chromatin contact frequencies and transcription (Hashimshony et al. 2012; Islam et al. 2012; Nagano et al. 2013).

Whole chromosomal gains in colorectal cancer cell lines and patient samples positively correlate with gene expression levels (Grade et al. 2007). Gene expression profiling of human Chr.5 and Chr.7 in colorectal cancer cells (HCT116 and DLD1 cells, respectively), Chr.13 trisomy (Edward’s syndrome), and Chr.21 trisomy in Down’s syndrome showed an upregulation of transcripts from the aneuploid chromosomes by ~1.1–1.5-fold (FitzPatrick et al. 2002; Mao et al. 2003; Stingele et al. 2012; Upender et al. 2004). 

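Of the gene names tested, the genes called made up 2.92% in Lamin A/C Kd and 2.73% in Lamin B2 Kd. Of all gene names on the array, they were 2.06% and 1.94%.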

Lamin depletion followed by gene expression profiling of Lamin A/C and B2 Kd DLD1 cells showed an ~1 % deregulation of the transcriptome in a non-overlapping manner (Fig. 2a). It remains to be examined if aneuploid chromosomes are transcriptionally active even when they are mislocalized in the interphase nucleus in Lamin-depleted cells.

Relatively fewer studies have previously examined the correlation between the spatial organization and expression status of gene loci in aneuploid cells. Amplified *C*-*MYC* (Chr.8q24) gene loci are localized external to chromosome 8 territory in colon cancer cell line HT-29 (Harnicarova et al. 2006). Interestingly, these loci were found to be transcriptionally active. The lamina is a transcriptionally repressive zone, and repositioning of gene loci away from the nuclear lamina is associated with an increase in its gene expression levels (Peric-Hupkes et al. 2010; Shachar et al. 2015), as shown for artificially targeted reporter genes (LacO gene visualized using LacI-GFP) in single cells (Finlan et al. 2008; Reddy et al. 2008) as well as an endogenous gene *TCRB*, in contact with the nuclear Lamina (Schlimgen et al. 2008; Shachar et al. 2015). Our studies reveal altered spatial organization of gene loci consistent with an increase in its expression levels in Lamin B2-depleted cells. The candidate gene locus *ZNF570* was not only repositioned away from the nuclear lamina in both diploid and aneuploid cells but also showed a significant increase in transcript signals in Lamin B2-depleted cells (Figs. 6 and S9).

Taken together, our studies suggest that chromosomal aneuploidies induced in Lamin-deficient cells may achieve enhanced transcriptional deregulation by sampling diverse sub-nuclear microenvironments in the interphase nucleus. Conversely, the presence of Lamins serves to not only prevent chromosomal aneuploidies but also dampen their spatial excursions in the nucleus. A thorough understanding of transcriptional outputs of aneuploid chromosomes in the context of their spatial organization would undoubtedly have far-reaching consequences on the mechanisms of cancer initiation and diseases associated with chromosomal aneuploidies.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Fig. S1 Lamin knockdowns do not perturb the expression of other lamins in DLD1 cells. **a** Viability of DLD1 cells was assayed in Lamin A/C, Lamin B1 and Lamin B2 Kd, using Trypan Blue uptake and MTT methods. Controls: untreated cells, siNeg (non-targeting siRNA) and *PLK1* Kd (Polo like Kinase1). *N* = number of biological replicates. Data shown is pooled from 3 independent biological replicates. **b** The extent of Lamin B1 Kd is ~60 % in DLD1 cells **c**-**d** Full blots showing the levels of Lamin A/C, and B2 upon Lamin A/C, Lamin B1 and Lamin B2 knockdowns respectively in DLD1 cells. Controls used are untreated cells, transfection with non-targeting siRNA (siLacZ). Loading control: Actin. (GIF 66 kb)

High Resolution Image (TIF 586 kb)

Fig. S2 Nuclear aberrations are induced upon Lamin A/C or B2 depletion. **a** Lamin A/C and Lamin B2 Kd show nuclear aberrations – invaginations, irregular nuclei, blebs and furrows. Scale bar ~ 5 μm. **b** frequency of nuclear aberrations increases upon Lamin A/C or Lamin B2 Kd. (GIF 116 kb)

High Resolution Image (TIF 1612 kb)

Fig. S3 qRT-PCR validation of candidate genes from whole genome expression arrays. **a** The whole genome expression data was validated using SyBr Green based qRT-PCR in Lamin A/C Kd and **b** Lamin B2 Kd respectively. A set of 12 candidate genes was selected for validation in Lamin A/C Kd and 6 genes in Lamin B2 Kd. Two unique qRT-PCR primers were designed for the candidate genes - (a) oligonucleotide from a feature on the array (Primer Set A) and (b) oligonucleotide of the gene not represented on the array (Primer Set B) (Table S1). All of the candidate genes show a correlation in the same general direction (fold change) as that of genome wide expression data. All qRT-PCR assays were performed in three independent biological replicates, each containing 3 technical replicates normalized to expression of *ACTIN*. Error bars represent SEM. (GIF 25 kb)

High Resolution Image (TIF 263 kb)

Fig. S4 Ploidy of candidate chromosomes upon Lamin depletion in the interphase nucleus. **a**-**d** Copy numbers of chromosomes **a** CT1, **b** CT16, **c** CT18 and **d** CT19 in interphase nuclei upon Lamin A/C depletion in DLD1 cells. Chromosomes 18 and 19 show aneuploidy upon Lamin A/C depletion. **e**-**h** Copy numbers of chromosomes **e** CT11, **f** CT17, **g** CT18 and **h** CT19 in interphase nuclei upon Lamin B2 depletion in DLD1 cells. Chromosomes 11, 17, 18 and 19 are aneuploid upon Lamin B2 depletion. **i** Plot showing extent of gains and losses of chromosomes 1,11,16,17,18 and 19 upon siLacZ, siLamin A/C and siLamin B2 treatments. ~30-50 nuclei were scored in each set. **j**-**k** Copy numbers of chromosomes **j** CT18 and **k** CT19 in interphase cells upon transfection with Lamin B2 scrambled oligo, which does not show aneuploidy. (GIF 65 kb)

High Resolution Image (TIF 537 kb)

Fig. S5 Immuno-FISH for Lamin A-CT18 and Lamin B2-CT19 upon Lamin depletion in DLD1 cells. **a** Immuno-FISH for Lamin A (green), CT18 (red) in control and Lamin A/C Kd cells. Scale bar ~ 10 μm. **b** quantification of fluorescence intensities of Lamin A in control and Lamin A/C Kd diploid and aneuploid cells **c** Immuno-FISH for Lamin B2 (green), CT19 (red) in control and Lamin B2 Kd cells. Scale bar ~ 10 μm. **d** quantification of fluorescence intensities of Lamin B2 in control and Lamin B2 Kd diploid and aneuploid cells. Comparable level of depletion of Lamin A and B2 was achieved in the diploid and aneuploid nuclei upon Lamin knockdown. (GIF 56 kb)

High Resolution Image (TIF 643 kb)

Fig. S6 Lamin knockdowns do not alter cell cycle profiles. **a**-**d** FACS profiles do not reveal significant changes in overall ploidy levels for **a** control (untreated), **b** siLamin B1 **c** siLamin A/C **d** siLamin B2 determined using Propidium Iodide staining. **e** Western Blots showing expression of Chk1 and Chk2 in two biological replicates upon knockdown of Lamin A/C and Lamin B2 in DLD1 cells. No difference in the levels of Chk1 or Chk2 was detected either upon Lamin A/C or B2 depletion. **f** Western Blots showing expression of pChk1 and pChk2 in two biological replicates upon knockdown of Lamin A/C and Lamin B2 in DLD1 cells. No difference in the levels of pChk1 was detected either upon Lamin A/C or B2 depletion, while pChk2 was hardly detectable. GAPDH was used as a loading control for **e** and **f**. (GIF 46 kb)

High Resolution Image (TIF 418 kb)

Fig. S7 Chromosomal gains and losses upon Lamin A/C, B2 Kd in DLD1 cells. **a**-**c** Representative images of inverted DAPI stained metaphase spreads in **a** control **b** siLamin A/C **c** siLamin B2 in DLD1 cells. Scale bar ~ 10 μm. Chromosomes were counted from 50–70 individual metaphase spreads derived from control, Lamin A/C Kd and Lamin B2 Kd cells. **d** Chromosome losses and gains in DLD1 cells enumerated by counting the number of DAPI stained chromosomes in metaphase spreads from control, Lamin A/C Kd and Lamin B2 Kd. The counts were classified as 45–46 (pseudo-diploid), <45 (losses) and >46 (gains). siLamin A/C: Significant increase in cells with chromosomal losses (p = 0.0345) and significant decrease (p = 0.0047) in the pseudo-diploid population. siLamin B2: significant increase in chromosomal gains (p = 0.018). (GIF 53 kb)

High Resolution Image (TIF 660 kb)

Fig. S8 Raw data showing % radial distances of chromosome territories upon Lamin depletion experiment-wise. **a**-**d** Each plot represents the radial distance of CT for each independent experiment **a** CT1 **b** CT16 **c** CT18 **d** CT19 upon siLamin A/C. **e**-**h** Each plot represents the radial distance of CT for each independent experiment **e** CT11 **f** CT17 **g** CT18 **h** CT19 upon siLamin B2. Horizontal bars in the dot scatter plot represent the medians. *n* = number of chromosome territories quantified. (GIF 91 kb)

High Resolution Image (TIF 657 kb)

Fig. S9 Increase in ZNF570 transcript signals upon Lamin B2 Kd. **a** Distance of ZNF570 gene locus from the lamina in diploid and aneuploid nuclei upon Lamin B2 Kd. **b** Distance of ZNF570 from the nuclear lamina plotted in bins of 0.5 μm each from siLacZ, siLamin B2 (diploid and aneuploid cells). Both diploid and aneuploid cells show repositioning of *ZNF570* away from the nuclear lamina. **c** representative RNA-FISH images for *ZNF570* (red) in control and siLaminB2 cells. **d** Quantification of the number of RNA-FISH signals upon total number of cells scored in control and siLamin B2 cells shows an increase in proportion of RNA signals upon siLamin B2. Data compiled from a single experiment. Arrowheads: RNA signals for *ZNF570*. (GIF 740 kb)

High Resolution Image (TIF 740 kb)

Table S1 List of qRT-PCR primers used in this study (DOCX 16 kb)

# Supplementary material for: Chromosomal aneuploidies induced upon Lamin B2 depletion are mislocalized in the interphase nucleus
**Source:** Chromosoma. 2016 Feb 27;126(2):223–44. doi: 10.1007/s00412-016-0580-y
**Supplement:** Supplementary file 19 — List of qRT-PCR primers used in this study

**Table S1 – List of all qRT-PCR primers used in this study**

| **Gene Name** | **Primer sequences** | **Efficiency determined at 60ºC** |
| --- | --- | --- |
| LMNB2 | \| F- 5’ AGTTCACGCCCAAGTACATC 3’ \| \| --- \| \| R- 5’ CTTCACAGTCCTCATGGCC 3’ \| | 1.0 |
| ACTIN | F- 5’ GATTCCTATGTGGGCGAC 3’  R-5’ GGTAGTCAGTCAGGTCCCG 3’ | 0.88 |
| AKR1C3-A | F- 5’ GCATGAGGTCTGCCAGAAG 3’  R- 5’ ACCAGCATAGAGCCATCCTC 3’ | 1.00 |
| AKR1C3-B | F- 5’ TGGGAGGCCATGGAGAAG 3’  R- 5’ GAAGTTTGACACCCCAATGGA 3’ | 1.23 |
| MANSC1-A | F- 5’ CCGCAGGAAACGTTACTCA 3’  R – 5’ ACTCATTGCATTTGGGCTTC 3’ | 1 |
| MANSC1-B | F – 5’ TGAAACCAGCAAAAGGACTTATGA 3’  R - 5’ TCTTGGCTTGGCAAATTTCTG 3’ | 1 |
| LRRC47-A | F-5’ GGATGCCCTCATTCTGAAAA 3’  R – 5’ GTGGGATCTGGAAGTTGTCC 3’ | 1.01 |
| LRRC47-B | F- 5’ GGCCTGCACAGATACCTTCAC 3’  R- 5’ CATCCACAAGACACGGGTAATTT 3’ | 1.0 |
| AKR1B10-A | F – 5’ AAACTGGAGGGCCTTTGACT 3’  R – 5’ TTCTGCATCGAAGGGAAAGT 3’ | 1.03 |
| AKR1B10-B | F- 5’ TGGAAGTCTCCTCTTGGCAAA 3’  R – 5’ TGTGCCGATATCCTGCATCA 3’ | 1.11 |
| PTGS2-A | F – 5’ CTATGTGCTAGCCCACAAAGAA 3’  R – 5’ GGTCAGTCTTATGGCACATTCA 3’ | 1.0 |
| PTGS2-B | F- 5’ TGAGTGTGGGATTTGACCAGTATAA 3’  R – 5’ ATTCCGGTGTTGAGCAGTTTTC 3’ | 1.0 |
| HNRPK-A | F – 5’ ATGGTGATCTTGGTGGACCT 3’  R – 3’ TTAATCCGCTGACCACCTTT 3’ | 1.04 |
| HNRPK-B | F – 5’ TGGAAAAGGAGGCAAGAATATTAAG 3’  R – 5’ TGCTGTCTGGGACTGAAACACT 3’ | 1.05 |
| SMTNL2-A | F – 5’ TTCCCTCTGGTGAATTCGAT 3’  R – 5’ ACCTACAATCGCGTGAGGAA 3’ | 0.87 |
| SMTNL2-B | F – 5’ GGCCAGAGTTTGGATCACGAT 3’  R – 5’ GATGCAGGAGTTTGAGGTCTTTC 3’ | 1.0 |
| ABLIM2-A | F- 5’ AAAGTGTTTCAATGTGACAGGA 3’  R – 5’ AACACATCATCATTTCCAAGC 3’ | 1.23 |
| ABLIM2-B | F- 5’ TGTCAGGTGCGGCCAGAT 3’  R – 5’ CGCCGGATGCCAGATG 3’ | 1.26 |
| TMEM204-A | F – 5’ GGATGAGTCTGGGTGACCTC 3’  R – 5’ CCGACATAACAGTAAACGCACA 3’ | 1.39 |
| TMEM204-B | F – 5’ CCATGGCCGCTGCATT 3’  R – 5’ AAAGTCACGAGCCCGATGAC 3’ | 1.23 |
| CDC42-A | F- 5’ ATTTTGGTTGCAGTTTCCAA 3’  R – 5’ TTTGGGAAGGTGGGAAAGAT 3’ | 1.10 |
| CDC42-B | F – 5’ AGAAAAGTGGGTGCCTGAGATAAC 3’  R – 5’ GAGTCCCAACAAGCAAGAAAGG 3’ | 1.08 |
| ITGA2-A | F- 5’ AAGCCGAAGTACCAACAGGA 3’  R – 5’ GCCGAGCTTCCATAAAATTG 3’ | 1.1 |
| ITGA2-B | F- 5’ TGCCCCGAGCACATCAT 3’  R – 5’ ACGCAAATCCAAAGAGTTGACA 3’ | 1.0 |
| TMEM14B-A | F – 5’ AACGTTTGGGGTTTCCTAGC 3’  R – 5’ CAAACTGGCACCTGCAATTA 3’ | 1.391 |
| TMEM14B-B | F- 5’ CTTTGGCTACACAGCACTGGTT 3’  R – 5’ GCACGCTGCCTGTTTTTACA 3’ | 1.23 |
| REG4-A | F – 5’ CCGTCCTCTTCCTTTCTGCT 3’  R – 5’ TGCTAGGTTTCCCCTCTGAA 3’ | 1 |
| REG4-B | F – 5’ GGTTTTACCACAAGTCCAATTGC 3’  R – 5’ ACTCGAGCTCGGCATCAGA 3’ | 1 |
| KPNA7-A | F – 5’ GAAAGAGGCTGTCTGGATGG 3’  R – 5’ AGATTCACCAGTGGCTCCAG 3’ | 1.1 |
| KPNA7-B | F – 5’ CCACCCTGCCGATCACAT 3’  R – 5’ TTCGGCACAGATTCGACAAG 3’ | 1.1 |
| C1orf144-A | F- 5’ GCAATTTTTAGCCAGGGACA 3’  R – 5’ TGGTACATTTCCTGTGTGCAA 3’ | 1.12 |
| C1orf144-B | F- 5’ CACAAAAAGAGAGCAGGAAATCC 3’  R- 5’ GGCTATCGTCCTGAATCACAATG 3’ | 1.2 |
| KRCC1-A | F- 5’ ATCCGTGTTCATACCACTTTT 3’  R – 5’ TCTTTAACTTCTAACAAAGGC 3’ | 1.2 |
| KRCC1-B | F- 5’ CCAGACCCACGTATAGAATGTTTG 3’  R- 5’ TCTTGGGTAGGTCTGGATGGTT 3’ | 1.0 |
| MESDC2-A | F – 5’ GGGGTTCTGTTTTGTTTCCTT 3’  R – 5’ CATATAACCCCTCGACACCAG 3’ | 1.08 |
| MESDC2-B | F – 5’ CAGCCTTTTCAATGCCAACTATG 3’  R – 5’ GCATGAAGATAGCACGGTCTGA 3’ | 1.07 |
| ZNF570 | F - 5' GGCTGGGAGCCTATATGTGA 3’  R- 5' CTTCCTTGAAACACGCCTTC 3' |  |
| GAPDH | F - 5'-CGAGATCCCTCCAAAATCAAG-3'  R - 5'-GCAGAGATGATGACCCTTTTG-3' | 0.81 |

How the deposited data were processed for this re-analysis (not part of the article)

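Gene expression was measured on 9 single-color Agilent arrays, 1 per culture of DLD1 cells, from 3 untreated controls, 3 Lamin A/C Kd and 3 Lamin B2 Kd cultures. Both knockdowns used 100 nM siRNA for 48 h. The other experiments of the paper have no samples among these arrays and were not analysed here.

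The authors deposited the Feature Extraction output of each array, whose processed signal is an intensity after background subtraction and correction of spatial trends. The deposited output also states for each spot whether it was well above background, saturated or an outlier. The authors also deposited a table of log2 signals, shifted by the 50th percentile of each array and centered on the median of each row. In that table 20266 of 50238 rows are blank and 11504 rows join several probes, so the intensities of each array were used as the main values and the table as an alternative. The Lamin B2 Kd set numbers of the table differ from those of the sample titles, and the titles were used.

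The log2 of each intensity minus the 50th percentile of its array was averaged over the spots of a probe that were not outliers. No spot was saturated. A probe was tested where it was well above background on all 3 arrays of at least 1 of the groups compared. Well above background means that at least 0.5 of the probe's spots were so marked by the authors' software. Depth on an array is signal over background, and between 65.6 and 74.1% of spots were well above it. The number of arrays, 3 per group, limits the precision.

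Each knockdown was compared with the controls, and the knockdowns with each other, by limma's moderated test (limma 3.58.1, R 4.3.3, data.table 1.17.8) in a linear model over all 9 arrays. The paper's text does not name the test used for the arrays. A gene was called at a fold change of at least 2 and an unadjusted p under 0.05, and counts with the Benjamini-Hochberg adjusted p are also given. Genes were counted once by the gene name in the files. Where a gene had several probes, the brightest probe gave its value, except that genes named by rule have the value of the probe the rule took. For a probe above background on 0 arrays of a group, the fold is computed with each array of that group at the lowest signal that was well above background on it. It is a lower limit where the other group was above background on all its arrays.

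The genes named are those the paper names for these arrays, the lamins, the control genes ACTB and GAPDH, and the genes with primers in Table S1, apart from a gene that is not reported here. Added to them by rule were the 5 largest rises and the 5 largest falls in each knockdown, and the 5 genes with the largest smaller change among those called in both. For the rises and falls, the rule took called probes that were well above background in both groups and had every knockdown array on the same side of every control. For the shared genes, it took any probe called in both knockdowns.

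Gene names were matched to a reference table of GRCh38.p14 for the chromosome and type of each gene, and 63.7% of names were matched. The files list positions on an older build, so no positions are given. The percentage per chromosome is the number of called protein-coding genes divided by the protein-coding genes in the reference table. It was compared with coding genes per Mb by Pearson's r and Spearman's rho with 100000 permutations, and per chromosome by Fisher's exact test over detected genes.

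Gene lists for proliferation, the interferon response and sterol synthesis, the genes within 500 kb of ZNF570, and the ZNF genes of chromosome 19 were tested with limma's camera at a preset correlation of 0.01. They were also tested with an estimated correlation and with fry. Probes with a match to the 7-base seed of each siRNA were compared with all other probes by permutation.

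The alternatives set before the data were examined were a shift by the 75th percentile, quantile normalization, normexp background correction with an offset of 50, and the authors' table. Others were no filter on detection, detection on all 9 arrays, the replicate number as a block, only the 2 groups compared in the fit, array weights, no moderation and the slide as a block. Each array was also left out in turn. Calls were also made with the adjusted p, with the 2-fold criterion alone, at 1.5-fold, with the probes of a gene averaged and with every probe counted. When an array is left out, the remaining arrays of its group are assumed to vary like those of the other groups. Alternatives chosen after the data were examined are named as such where their values are given.

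The steps were tested on simulated data with 200 probes changed by 1.5 on the log2 scale on top of the spread of these arrays. Of the changed probes tested, 97.0% were recovered in each comparison, and 88 unchanged probes were called in each. With the adjusted p, 88.4 and 88.9% were recovered, and 5 and 9 unchanged probes were called.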

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

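The tests of a response to transfection were chosen after the results were seen. The tests of scaling, brightness, the sterol synthesis genes without the array on the separate slide and other splits of the arrays were set before. No array came from cells transfected with a control siRNA.

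Genes of cell proliferation, which the paper does not discuss for these arrays, were lower in Lamin A/C Kd. The median log2 fold change of the 19 genes detected was −0.40 relative to all genes, and 1 of the 19 lay above the median change of all genes. The camera adjusted p was 9.38e-07. The call held under fry (adjusted p 0.00720) and was not made with an estimated correlation (0.600). Quantile normalization left the median at −0.37, which argues against the scaling between arrays as the whole cause. Of 10000 random lists matched for brightness, 0 fell as far (p 1e-04, the smallest these lists can give), and the lowest of them was at −0.36. The brightness of the probes therefore does not account for it. The 3 processing alternatives computed for this list were no filter on detection, quantile normalization and the replicate number as a block. Over these and with each array left out, the median stayed between −0.45 and −0.37. With 3 arrays against 3, the 10 splits of the arrays cannot by themselves exclude chance.

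Whether this fall is a response to transfection itself stays open. The list differed between the knockdowns by −0.25 with camera (adjusted p 0.00101), while fry gave an adjusted p of 0.0520 and the estimated correlation 0.403. In Lamin B2 Kd, 2 of the 19 genes lay above the median change of all genes, with a median of the list of −0.08 relative to all genes (camera adjusted p 0.0545, fry 0.0391). With camera, the list passed in Lamin B2 Kd without control replicate 3, Lamin A/C Kd replicate 1 or Lamin A/C Kd replicate 3 (each −0.08). It also passed without Lamin B2 Kd replicate 1 (−0.13) and without a filter on detection (−0.15). With quantile normalization its median in Lamin B2 Kd was −0.03. A fall that both siRNAs cause could thus contribute to the −0.40. An effect of losing Lamin A/C on proliferation is a biological explanation that these arrays leave untested. The paper's FACS profiles showed similar shares of cycling cells in control and Lamin-depleted cultures. That is a measure of cells and not of transcripts, and the 2 were not compared here.

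Genes of sterol synthesis, which the paper does not discuss either, were lower in Lamin B2 Kd. The median of the 18 genes detected was −0.35 relative to all genes, and 1 of the 18 lay above the median change of all genes. The camera adjusted p was 5.42e-05, which held under fry (0.0134) and not with an estimated correlation (0.600). Without Lamin B2 Kd replicate 3, the array on the separate slide, the median was −0.31, so that array is not the whole cause. Of 10000 lists matched for brightness, 0 fell as far (p 1e-04, the smallest they can give), and the lowest was at −0.30. A response common to both siRNAs is argued against by the difference between the knockdowns of 0.49 (camera adjusted p 9.07e-06, fry 0.00716, estimated correlation 0.403), since in Lamin A/C Kd the list was at 0.08 (camera adjusted p 0.137). The sterol synthesis genes in Lamin A/C Kd passed without control replicate 3 (0.15) and without Lamin A/C Kd replicate 1 (0.16), as rises. Over the same 3 processing alternatives and with each array left out, the median in Lamin B2 Kd was between −0.43 and −0.31. The 10 splits of the arrays cannot by themselves exclude chance, and a sequence-specific effect of the Lamin B2 siRNA on other transcripts stays open beside an effect of Lamin B2.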

How the results depend on the processing

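The alternatives in which only matched genes are counted, every called gene is in the numerator, density counts all annotated genes, the block uses the set numbers of the authors' table, or probes with a seed match are compared were chosen after the data were examined. All others were set before. The comparison of genes with a seed match in their transcripts was not run, and probe sequences were used in its place.

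For the main results, 308 alternatives were computed, of which 248 kept direction and threshold, or for counts stayed within 1.5-fold. The others were 17 weaker, 2 stronger, 32 moved and 9 with a change of sign. For genes, lists and chromosome medians, 1473 of 1581 alternatives were the same, 38 weaker, 15 stronger and 55 of opposite sign. LMNA in Lamin A/C Kd stayed between −3.89 and −3.70, LMNB2 in Lamin B2 Kd between −2.44 and −2.07, and SMC1A in Lamin A/C Kd between −1.40 and −1.22.

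The 639 genes called in Lamin A/C Kd became 260 with normexp background correction, 401 in the authors' table and 2615 at 1.5-fold, where the looser criterion is the cause. Leaving out each array gave 629 to 735. The 603 genes called in Lamin B2 Kd became 139 with normexp, 369 with array weights and 375 with the slide as a block, and the cause was not tested. They became 1441 without a filter on detection, since more probes are tested, 363 with detection on all 9 arrays, since fewer are, 282 with the adjusted p and 2548 at 1.5-fold. With each array left out there were 439 (without Lamin B2 Kd replicate 3) to 1373 (without replicate 2), and 1317 without replicate 1.

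The 97 genes called in both became 36 with normexp, 58 in the authors' table, 187 without a filter, 64 without moderation, 40 with the adjusted p, 599 at 1.5-fold, 64 with averaged probes and 57 with matched genes only. Leaving out each array gave 73 to 157, the highest without Lamin B2 Kd replicate 2. The genes called in one knockdown only that differ between the knockdowns, 769 in number, became 273 with normexp and 1244 without a filter. With each array left out there were 727 to 1306, with 1286 without Lamin B2 Kd replicate 1 and 1306 without replicate 2. Beyond the number of probes or genes tested, the cause was not tested.

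The r² of 0.191 in Lamin B2 Kd lost its permutation threshold with the 75th percentile (0.125), quantile normalization (0.0747), no filter (0.0769), array weights (0.127), the slide as a block (0.0167), percent of detected genes (0.136), without Chr.Y (0.126) and with every called gene (0.159). With each array left out it was 0.0459 to 0.391, lowest without Lamin B2 Kd replicate 3 and also weaker without control replicate 1 (0.0892) or 3 (0.0993). The r2 of deregulation with gene density in Lamin A/C Kd was 0.000481, and r changed sign in the authors' table (0.00394), with 2 groups in the fit (6.47e-05), array weights (0.000993), the slide as a block (5.29e-05), percent of all named genes (2.92e-06), without Chr.19 (0.0808), at 2-fold alone (0.00255) and with all annotated genes (0.000807). Leaving out each array gave 1.33e-05 to 0.0138, and the cause was not tested.

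ZNF570 in Lamin B2 Kd, at 1.56, was 0.31 with normexp, 1.56 and past the p threshold without a filter, where it is tested, and 1.35 to 1.92 with each array left out, called without Lamin B2 Kd replicate 2 (1.92). The number of chromosomes whose median log2 fold change passed was 0, against 1 without a filter and 0 to 1 with each array left out (1 without control replicate 2 or Lamin B2 Kd replicate 1). The 2 list results that passed became 4 without a filter and 2 to 5 with each array left out (5 without control replicate 3 or Lamin A/C Kd replicate 1). The neighbours of ZNF570 in Lamin B2 Kd, at 0.24, were at 0.19 with quantile normalization and 0.13 to 0.31 with each array left out, not past the threshold with quantile normalization or without control replicate 1 (0.20) or 3 (0.22) or Lamin B2 Kd replicate 1 (0.22) or 3 (0.13).

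With the 75th percentile, in Lamin B2 Kd, TMEM14B (−0.19) became 0.00, LRRC47 (−0.06) 0.13 and ITGA2 (−0.05) 0.13. With quantile normalization, TMEM14B became 0.02, LRRC47 0.17, ITGA2 0.13 and the median of chromosome 19 −0.02 in Lamin B2 Kd, and MESDC2 in Lamin A/C Kd went from −0.10 to 0.02. With normexp, ACTB in Lamin A/C Kd went from 0.06 to 0.00, and in Lamin B2 Kd CDC42 from 0.01 to −0.01 and GAPDH from 0.02 to 0.00. In the authors' table, ACTB was −0.08 and TMEM204 0.72 in Lamin A/C Kd, and in Lamin B2 Kd CDC42 was −0.12, GAPDH −0.01, HNRPK 0.09 and KPNA7 0.45. Rows of that table can join several probes, so these changes of sign need not come from the processing of 1 probe. With array weights, in Lamin B2 Kd, TMEM204 was −0.01, ITGA2 0.11 and KPNA7 0.08. With the slide as a block, in Lamin B2 Kd, TMEM14B was 0.02, LMNA 0.00, TMEM204 −0.08, ITGA2 0.23 and KPNA7 0.23. Without a filter, the median of chromosome 18 in Lamin A/C Kd went from −0.01 to 0.01. The cause was not tested.

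When each array was left out, the following also changed sign in Lamin B2 Kd: TMEM14B (−0.31 to 0.02), LRRC47 (−0.11 to 0.04), ITGA2 (−0.27 to 0.23), CDC42 (−0.08 to 0.11), GAPDH (−0.04 to 0.07), KPNA7 (−0.70 to 0.23), TMEM204 (−0.08 to 0.23), LMNA (−0.43 to 0.00), ACTB (−0.04 to 0.10), interferon response genes (−0.12 to 0.02) and the medians of chromosome 19 (−0.02 to 0.01) and chromosome 11 (0.00 to 0.01). Those in Lamin A/C Kd were REG4 (−0.71 to 0.11) and the median of chromosome 17 (−0.01 to 0.00). Among probes with a seed match of the LMNB2 siRNA in Lamin A/C Kd, 0.05 became 0.00 without a filter and with quantile normalization, and −0.03 to 0.12 with each array left out. Probes with a seed match of the LMNA siRNA in Lamin B2 Kd went from −0.02 to 0.02 without a filter and −0.04 to 0.01 with each array left out. Probes with a seed match of the LMNB2 siRNA in Lamin B2 Kd went from −0.25 to 0.06 without a filter, and were at −0.08 without Lamin B2 Kd replicate 3.

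With the replicate number as a block, 655 genes were called in Lamin A/C Kd and 619 in Lamin B2 Kd, and 647 and 620 with the set numbers of the authors' table. The neighbours of ZNF570 were then at 0.24 without passing. Residual correlations were −0.086 to 0.148 (mean 0.01) for the 9 pairs of arrays with the same number and −0.122 to 0.146 (mean −0.005) for the 18 pairs with different numbers. With the set numbers of the authors' table, the correlations were −0.055 to 0.146 (mean 0.042) for pairs with the same number and −0.122 to 0.148 (mean −0.021) for the others. The criterion for pairing, a correlation over 0.1 in every pair, was met by neither numbering, though with the table's numbers the pairs of control and Lamin B2 Kd arrays were all positive (0.1, 0.042 and 0.146).

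Signal over background limits which genes can be tested. A gene well above background in neither group, or on only some arrays of a group, has no test here, and folds of genes near background shrink when normexp is used, as for SMTNL2 in Lamin A/C Kd (1.97 and 0.70).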

Differences from the paper's values

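For each value below, the alternatives named as closer are those, among all set before the data were examined, under which the value no longer differs by the criterion of more than 1.5-fold. Under all other alternatives it still differs.

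The paper counts 298 genes deregulated in Lamin A/C Kd, and 639 were called here. With normexp background correction (260) and in the authors' table (401) the count does not differ. For Lamin B2 Kd the paper counts 301 genes, and 603 were called here. The count does not differ in the authors' table (411), with detection on all 9 arrays (363), array weights (369), the slide as a block (375), without Lamin B2 Kd replicate 3 (439), with the adjusted p (282) or with averaged probes (424).

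The paper reports 170 genes down in Lamin A/C Kd and the rest of its genes up, and here 372 fell and 266 rose. The falls do not differ with normexp (200) or in the authors' table (228), and the rises do not in the authors' table (173) or with detection on all 9 arrays (189). The paper reports 132 genes down in Lamin B2 Kd and the rest up, and here 343 fell and 259 rose. The rises do not differ with quantile normalization (191), the authors' table (199), 2 groups in the fit (233), array weights (210), no moderation (169), the slide as a block (220), averaged probes (188), or without control replicate 2 (227), Lamin A/C Kd replicate 1 (253) or Lamin A/C Kd replicate 3 (246). The falls do not differ with the 75th percentile (130), normexp (113), array weights (159), the slide as a block (154) or without Lamin B2 Kd replicate 3 (153).

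The paper's number of genes deregulated only in Lamin A/C Kd is 276, and here it was 542. It does not differ with normexp (224), the authors' table (343), detection on all 9 arrays (411) or averaged probes (403). The paper's number for Lamin B2 Kd only is 279, and here it was 506. It does not differ with quantile normalization (395), the authors' table (353), detection on all 9 arrays (295), array weights (304), no moderation (400), the slide as a block (304), without Lamin B2 Kd replicate 3 (366), with the adjusted p (242) or averaged probes (360).

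The paper's number of genes common to both is 22, against 97 here, and it differs under every alternative. The paper gives the common genes as 7%, against 15.2% of Lamin A/C Kd (not differing with array weights, 9.6%, or the adjusted p, 8.0%) and 16.1% of Lamin B2 Kd (not differing without Lamin B2 Kd replicate 1, 6.7%). Of the common genes, the paper shows about 14 up in both in Fig. 2b, read by eye, against 44 here, which does not differ with normexp (16). It shows about 3 down in both in Fig. 2b, read by eye, against 44 here, which differs under every alternative. It shows about 4 up in Lamin A/C Kd and down in Lamin B2 Kd in Fig. 2b, read by eye, against 7 here, for which no alternative was computed.

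The paper puts the deregulated share of the transcriptome at 1%. Of all gene names on the array it was 2.06% in Lamin A/C Kd here, not differing with normexp (0.84%), the authors' table (1.29%) or averaged probes (1.50%). It was 1.94% in Lamin B2 Kd, not differing with the authors' table (1.32%), detection on all 9 arrays (1.17%), array weights (1.19%), no moderation (1.50%), the slide as a block (1.21%), without Lamin B2 Kd replicate 3 (1.41%), with the adjusted p (0.91%) or averaged probes (1.37%).

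The paper's r² of deregulation with gene density in Lamin A/C Kd is 0.1823, against 0.000481 here, and it differs under every alternative. The paper's r² in Lamin B2 Kd is 0.4629, against 0.191 here, and it does not differ with normexp (0.309), without Chr.17 and 19 (0.337) or without Lamin B2 Kd replicate 1 (0.312) or 2 (0.391).

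The paper's upper value for Chr.18 is 0.6% in either knockdown, against 1.48% in both here. It does not differ in Lamin A/C Kd with the authors' table (0.74%), or in Lamin B2 Kd with detection on all 9 arrays, the adjusted p or averaged probes (0.74% each).

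The other shares per chromosome are the paper's as read by eye from Fig. 2k. For Lamin A/C Kd, Chr.16 has about 1.3% in Fig. 2k, against 2.81% here (not differing with normexp, 1.41%, or averaged probes, 1.87%), and Chr.22 about 1.1%, against 2.44% (the adjusted p, 1.55%). Chr.20 has about 0.99%, against 2.23% (normexp, 1.12%), Chr.12 about 0.87%, against 1.86% (normexp, 0.98%), Chr.1 about 0.84%, against 2.09% (normexp, 0.92%), and Chr.3 about 0.83%, against 2.44% (normexp, 1.03%). Chr.19 has about 0.73%, against 1.31%, and does not differ with quantile normalization (1.03%), the authors' table (0.62%), detection on all 9 arrays (0.96%), the adjusted p (0.96%) or averaged probes (0.83%).

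For Lamin B2 Kd, Chr.19 has about 1.3% in Fig. 2k, read by eye, against 2.62% here. It does not differ with quantile normalization (1.79%), normexp (1.03%), the authors' table (1.93%), array weights (1.52%), the slide as a block (1.17%), without Lamin B2 Kd replicate 3 (1.38%) or with the adjusted p (1.38%). Chr.11 has about 1.2%, against 2.77%, not differing with the authors' table (1.61%), array weights (0.85%), the slide as a block (1.15%), without Lamin B2 Kd replicate 3 (1.23%) or with the adjusted p (1.46%). Chr.12 has about 1.0%, against 2.05%, not differing with quantile normalization (1.37%), detection on all 9 arrays (1.46%), array weights (1.27%) or the adjusted p (1.17%). Chr.17 has about 0.95%, against 1.88%, not differing with quantile normalization (1.20%), the authors' table (1.11%), array weights (1.20%), no moderation (1.37%), the slide as a block (0.94%), without Lamin B2 Kd replicate 3 (1.20%), with the adjusted p (1.11%) or averaged probes (1.03%). Chr.13 has about 0.6%, against 1.78%, not differing with the 75th percentile (0.89%), the authors' table (0.59%), the slide as a block (0.89%), without Lamin B2 Kd replicate 3 (0.89%) or with the adjusted p (0.89%). Chr.7 has about 0.42%, against 1.49%, not differing with normexp (0.43%) or array weights (0.53%).

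The paper ranks 8 chromosomes as most deregulated in each knockdown, and 3 of each 8 were among the highest 8 here. Chr.13, which the paper places among those without deregulation, had the highest share in Lamin A/C Kd (3.55%). Other chromosomes were higher in the authors' table (Chr.13 1.48%, Chr.16 2.11%), with normexp (Chr.13 1.48%, Chr.22 2.00%), at 1.5-fold (Chr.13 9.76%, Chr.3 11.1%) and with averaged probes (Chr.13 2.07%, Chr.3 2.16%). Chr.19, which the paper lists, ranked 20 in Lamin A/C Kd (1.31%). Chr.22 (3.1%) and Chr.21 (2.93%), outside the paper's list, had the highest shares in Lamin B2 Kd, and no alternative was computed for these 2. More genes fell than rose in Lamin B2 Kd here, while the paper reports more rises. More rises were found with the 75th percentile (464 and 130), no filter (1024 and 413), array weights (210 and 159), the slide as a block (220 and 154), and without Lamin B2 Kd replicate 1 (818 and 496) or 3 (285 and 153). The paper shows CDC42 as lower in Lamin A/C Kd, and its brightest probe was not called here (−0.22) while another of its probes was (−2.56).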

Other observations

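The tests of the percentile, of why Lamin B2 Kd replicate 3 stood apart and of a response to transfection were chosen after the results were seen. So were those of chromosome gains, of ZNF570, of the set numbers and of the direction of the shared genes. The tests of other splits, of the size of the overlap with other controls, of siRNA seeds and of base composition were set before.

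For the genes called in each knockdown, and for the probes that differ between the knockdowns, the 10 splits of 3 arrays against 3 cannot by themselves exclude chance. With the adjusted p, 503 genes passed in Lamin A/C Kd and 282 in Lamin B2 Kd. In 100 simulated pairs of unchanged groups, at most 110 and 119 genes were called, against 639 and 603 here. The simulated noise was drawn for each probe apart, so it holds no differences between whole arrays. With only the 2 groups in the fit, other splits called up to 84 genes for Lamin A/C Kd and 277 for Lamin B2 Kd. The real grouping called 643 and 548 in that fit. These values argue against noise of single probes as the source of all the calls, and leave differences between whole arrays open.

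Whether rises or falls prevail among the genes called in Lamin B2 Kd depended on the processing. With the 75th percentile 78.1% rose, and with the 50th 43.0%. A change of percentile moves all probes of an array alike, so it favors a direction by itself. More genes fell than rose with quantile normalization (288 and 191), normexp (113 and 26), detection on all 9 arrays (269 and 94) and the adjusted p (219 and 63). Falls also prevailed in the authors' table (212 and 199), at 1.5-fold (1852 and 686), without moderation (295 and 169) and without Lamin B2 Kd replicate 2 (821 and 547). Whether the scaling sets the direction that prevails stays open.

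Lamin B2 Kd replicate 3 stood apart from the other 8 arrays. When probes were divided into 8 groups by brightness, its brightest group was at −0.32 relative to the mean of the arrays, against −0.05 to 0.16 on the others. Its mean correlation with its own group was 0.970, against 0.974 to 0.99. It alone was on its slide and its file was processed differently, so these and the culture itself cannot be told apart. Without it, 439 genes were called in Lamin B2 Kd.

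Both comparisons share their control arrays, which by itself makes the changes alike. In 100 simulated pairs of unchanged groups against shared controls, the correlation of changes had a median of 0.500, against 0.294 here, and 66.7% of probes had the same sign, against 62.3% here. With single, different control arrays for the 2 comparisons, the overlap was 2.39 to 3.98 times the number expected by chance, and with the same control array 5.62 to 10.0 times. These ratios rest on 1 control array per comparison, and probes with a larger spread between arrays could raise them.

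Of the 97 shared genes, 88 changed the same way in both knockdowns. With single control arrays and probes above background on all 9 arrays, 60.8 to 84.2% of the shared genes did so where the control arrays differed, and 88.7 to 95.5% where they were the same. Where the control arrays differed, there were 38 to 56 shared genes in each of 6 pairings, and the lowest 95% limit was 46.1%. The shared controls thus add to the overlap and to its common direction, and these values do not settle whether they account for all of it. What remains may come from transfection, which the untreated controls did not undergo, or from the loss of a lamin. These cannot be told apart without cells transfected with a control siRNA.

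Interferon response genes were at 0.12 relative to all genes in Lamin A/C Kd (16 genes, 11 above the median change of all genes, camera adjusted p 0.0858) and at −0.06 in Lamin B2 Kd (camera adjusted p 0.596), where the median was 0.02 without Lamin B2 Kd replicate 1 or 3. The camera adjusted p in Lamin A/C Kd was below 0.05 without a filter, without control replicate 3 (0.16) and without Lamin A/C Kd replicate 1 (0.23). The difference between the knockdowns was 0.20 (camera adjusted p 0.0502, fry 0.0344, estimated correlation 0.430). No explanation was tested.

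A gain of 1 copy in 20% of cells would raise the transcripts of a chromosome by 0.14 on the log2 scale if these followed copy number. The median change relative to all genes of the chromosomes the paper reports as gained by FISH had a highest upper 95% limit of 0.05 in Lamin A/C Kd (Chr.17, 18 and 19) and 0.10 in Lamin B2 Kd (Chr.11, 17, 18 and 19). These limits come from resampling the genes of a chromosome and do not include the spread between cultures. With each array left out and over the processing alternatives computed, the highest median was 0.04 in Lamin A/C Kd (Chr.19) and 0.07 in Lamin B2 Kd (Chr.18). Gains of that size in a share of cells of 20%, with transcripts in proportion, were thus not seen in these medians. A limit over cultures was not computed. Over all 24 chromosomes, camera called 0 in each knockdown, with 0 at an unadjusted p under 0.05 in Lamin A/C Kd and 1, Chr.Y, in Lamin B2 Kd, and fry called 0 in each after adjustment. A smaller share of cells or an adjusted dose remains open.

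For ZNF570 in Lamin B2 Kd, the genes within 500 kb were at 0.24 relative to all genes (13 genes, 10 above the median change of all genes, camera adjusted p 0.0397, fry 0.497, estimated correlation 0.268). They were at 0.21 in Lamin A/C Kd too (12 genes, camera adjusted p 0.0189, fry 0.00620), where ZNF570 itself was at −0.15 and above background on 0 arrays. Its change of 1.56 in Lamin B2 Kd is against controls at background. It was 1.53-fold with each control at its lowest signal above background, and 0.31 on the log2 scale with normexp background correction. Whether a rise of the whole neighbourhood covers it cannot be told from these values. The ZNF genes of chromosome 19 were at 0.06 in Lamin A/C Kd (165 genes, camera adjusted p 0.0684) and 0.10 in Lamin B2 Kd (167 genes, 0.0970), where their own median change was −0.05. The probe of ZNF570 is close to background, and how much of the change is noise of the background could not be told from these arrays.

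Short matches to positions 2 to 8 of an siRNA strand can lower other transcripts, so probes whose sequence holds a match to the seed of each siRNA were compared with all others. In Lamin A/C Kd, 124 probes with a match to the LMNA siRNA had a median change of −0.18 relative to the rest (1-sided permutation p 1e-04, the smallest 10000 permutations can give), and 12.1% of them were called lower against 1.36% of other probes. The 41 probes with a seed match of the LMNB2 siRNA in Lamin B2 Kd were at −0.25 (permutation p 1e-04, the smallest possible), and 9.76% were called lower against 1.18%. Of the other sequences made of the same bases, 2 of 138 fell as far for the LMNA siRNA and 0 of 104 for the LMNB2 siRNA. With the seed itself counted, these are shares of 0.0216 and 0.00952, which argues against base composition. The reverse complements gave permutation p values of 0.459 and 0.922. Effects of the siRNA seeds on some transcripts could give this pattern. Probes with a match made up 15 of the 464 probes called lower in Lamin A/C Kd and 4 of 399 in Lamin B2 Kd. Matches elsewhere in a transcript were not searched, so these counts do not limit how many falls the seeds could cause. Without a filter on detection, the median for the LMNA siRNA in Lamin A/C Kd was −0.09 in place of −0.18. The LMNB2 result rests on few probes and on the filter. It was −0.08 without Lamin B2 Kd replicate 3 (permutation p 0.0354) and 0.06 without a filter. In the knockdown the siRNA was not used in, the p was 0.277 for LMNA matches in Lamin B2 Kd and 0.800 for LMNB2 matches in Lamin A/C Kd, which leaves these open.

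The Lamin B2 Kd set numbers of the authors' table differ from those of the sample titles. Each column of the table had an r of at least 0.999 with 1 array, and for Lamin B2 Kd the highest r with the array of the same number was 0.108. The numbers are thus rotated among the 3 replicates, which changes no group.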
